# Bio-activating ultrafine grain titanium: RNA sequencing reveals enhanced mechano-activation of osteoconduction on nanostructured substrates

**DOI:** 10.1371/journal.pone.0237463

**Published:** 2020-09-24

**Authors:** Rebecca A. Reiss, Terry C. Lowe, Johnny A. Sena, Oleg Makhnin, Melanie C. Connick, Patrick E. Illescas, Casey F. Davis

## Abstract

Titanium is essentially absent from biological systems yet reliably integrates into bone. To achieve osseointegration, titanium must activate biological processes without entering cells, defining it as a bio-activating material. Nanostructuring bulk titanium reduces grain size, increases strength, and improves other quantifiable physical properties, including cytocompatibility. The biological processes activated by increasing grain boundary availability were detected with total RNA-sequencing in mouse pre-osteoblasts grown for 72 hours on nanometrically smooth substrates of either coarse grain or nanostructured ultrafine grain titanium. The average grain boundary length under cells on the conventional coarse grain substrates is 273.0 μm, compared to 70,881.5 μm for cells adhered to the nanostructured ultrafine grain substrates; a 260-fold difference. Cells on both substrates exhibit similar expression profiles for genes whose products are critical for mechanosensation and transduction of cues that trigger osteoconduction. Biological process Gene Ontology term enrichment analysis of differentially expressed genes reveals that cell cycle, chromatin modification, telomere maintenance, and RNA metabolism processes are upregulated on ultrafine grain titanium. Processes related to immune response, including apoptosis, are downregulated. Tumor-suppressor genes are upregulated while tumor-promoting genes are downregulated. Upregulation of genes involved in chromatin remodeling and downregulation of genes under the control of the peripheral circadian clock implicate both processes in the transduction of mechanosensory information. Non-coding RNAs may also play a role in the response. Merging transcriptomics with well-established mechanobiology principles generates a unified model to explain the bio-activating properties of titanium. The modulation of processes is accomplished through chromatin remodeling in which the nucleus responds like a rheostat to grain boundary concentration. This convergence of biological and materials science reveals a pathway toward understanding the biotic-abiotic interface and will inform the development of effective bio-activating and bio-inactivating materials.

## Introduction

### Titanium as a bio-activating material

The compatibility of titanium (Ti) with bone is established by nearly seven decades of research, but the molecular basis for this property is not well understood. The term ‘biocompatibility’ refers to interaction of the immune system with implanted materials but is an archaic term that doesn’t account for molecular level processes induced by specific physical characteristics of abiotic substrates. Nanostructuring Ti by methods such as Continuous Equal Channel Angular Pressing (C-ECAP) introduces molecular level microstructural features which increase strength by 30% to 100%. Grain boundary misorientations angles, energies, and total lengths per unit volume increase due to C-ECAP reducing grain size from an average of 20 μm (coarse grain or CG) to less than 0.15 μm (ultrafine grain or UG) [1]. This alteration of microstructure not only changes the physical characteristics, it has biological consequences. There are multiple lines of evidence that verify osteogenic cells respond differently to CG- and UG-Ti, with cells grown on UG substrates exhibiting more rapid attachment, proliferation, and differentiation [2]. However, questions remain, including how do cells sense the difference between CG and UG substrates and how does this affect cell proliferation? Total RNA sequencing (RNA-seq) techniques can interrogate the genome-level processes that are activated by contact with grain boundaries. The differential growth of cells on these substrates indicates an underlying difference in the ability to activate biological processes involved in cell proliferation, hence we propose the updated term “bio-activating” to designate a specific aspect of “biocompatibility.” This distinguishes the effect of bulk materials used for implants from nanoparticles that are labeled as ‘bioactive.’ In pharmacology ‘bioactive’ assumes the material enters the cell and participates in cell metabolism. While a thorough understanding of the bio-activating properties of bulk materials will facilitate improved implant design, eventually it will also provide insight and potential targets for materials with the opposite effect; bio-inactivating materials that can sequester and inactivate bacteria and viruses.

### Mechanotransduction: Cell attachment

Mechanosensation and transduction describe the initial interaction of a cell with a substrate and subsequent response [3]. Mechanosensation experiments typically involve carbon-based tissues and polymers with stiffness magnitudes associated with biological material, which varies from about 0.2 kPa for brain tissue to 50 kPa for pre-calcified bone [4]. Bone elastic moduli range from about 10 to 25 GPa depending upon the type [5]. Ti elasticity is in the range of 80 GPa to 110 GPa, four to ten times stiffer than the bone into which it is implanted and contains insignificant amount of carbon.

Integrins present in the extracellular matrix (ECM) are the first to contact a surface, which initiates outside-in signaling, transmitting the force to other protein complexes of the cytoskeleton. Inside-out signaling results in the development of focal adhesions necessary for cell adherence [6]. Primary cilia are also involved in mechanosensing from abiotic substrates [7]. Caveolae (‘little caves’) are membrane invaginations lined with the caveolin-1 protein (Cav1) that sense mechanical stress in the membrane [8].

It is increasingly evident that the nucleus plays a critical role in the mechanosensory pathway [9]. The Linker of Nucleoskeleton and Cytoskeleton (LINC) protein complex transmits the mechanosensory signal through the nuclear envelope to lamins, proteins that line the interior of the nucleus [10]. Lamin A interacts with a nuclear-localized form of Vascular Endothelial Growth Factor A (VegfA), which can regulate the fate of mesenchymal stem cells [11]. Lamins also interact with Polycomb Group (PcG) proteins, which are involved in epigenetic remodeling that results in gene expression changes [12].

The reduced grain size in UG-Ti changes surface characteristics such as surface energy [13]. The specific characteristic(s) to which cells respond remains unresolved. However, the ability to fabricate substrates with quantifiable differences in physical characteristics combined with RNA-seq provides an opportunity to probe the bio-activating properties of Ti.

### Osteogenesis: Cell proliferation and differentiation

The successful integration of an implant into bone is dependent upon bone healing processes and requires the presence of mesenchymal stem cells (MSCs) that can differentiate into preosteoblasts when provided appropriate environmental cues. The first stage of osteogenesis, osteoinduction, is the induction of MSCs to differentiate into preosteoblasts. Adherence, growth, and proliferation on a substrate constitute osteoconduction. As cells reach confluence, osseointegration can proceed, in which preosteoblasts differentiate into mineralized implant-adhering osteoblasts [14].

Studies of signaling proteins during osteogenesis indicate VegfA, Insulin-like growth factor 1 (Ifg1), and leukemia inhibitory factor (Lif) play important roles, however, the relationship of these growth factors is complicated and remains to be fully elucidated [15, 16]. Chromodomain helicase DNA binding protein 9 (Chd9) is a chromatin re-modeling protein that binds to bone-specific promoters in osteogenic cells [17].

Although the existence of the circadian rhythm was first established in mammalian response to light/dark cycles that involve gene expression cycling in the hypothalamus, it is now established that most cells have circadian clocks, known as peripheral clocks and that these are linked to cellular processes. Osteogenic cells and bone remodeling are no exception, peripheral clock gene expression is an integral part of osteogenic processes [18].

Transcript expression profiles for six genes in mouse preosteoblast MC3T3- E1 cell lines established using Northern analysis are indicators of cell identity [19]. Transcripts for pro a2 (I) collagen (a.k.a. collagen type I alpha 2, or *Col1A2*) are abundant in preosteoblasts as is the collagen protein. For subclone 4 grown in non-mineralizing conductions, osteoblast-specific Transcription Factor 2 (*Osf2/cbfa1)* (a.k.a. runt related transcription factor 2 or *Runx2*) is expressed at a low level while alkaline phosphatase (a.k.a. alkaline phosphatase liver/bone/kidney or *Alpl*) is barely detectable. Not detectable by Northern analysis are bone sialoprotein (a.k.a. integrin binding sialoprotein or *Ibsp*), osteocalcin (a.k.a bone gamma-carboxyglutamate protein *2* or *Bglap2*), or parathyroid hormone receptor (a.k.a. the parathyroid hormone 1 receptor or *Pth1r*) transcripts.

Non-coding RNAs (ncRNA) are recently recognized effectors of cell function. Long ncRNAs (lncRNA) are greater than 200 bp. Metastasis associated lung adenocarcinoma transcript 1 (*Malat1)* lncRNA promotes osteogenesis during bone regeneration [20]. MicroRNAs are short (about 22 nt) RNAs that regulate the availability of transcripts. MicroRNA 17hg (*Mir17hg*) is a region that produces six miRNAs that are all required for normal skeletal development [21]. Although *Ftx* is best known as a long noncoding RNA that acts an effector of X-chromosome silencing in female embryos, it also functions as an oncogenic miRNA sponge in multiple cancer types, including osteosarcoma [22]. In the mouse genome, circular RNAs (ciRNAs) are associated with the *Ftx* region [23, 24]. The circular configuration of circRNAs makes them resistant to degredation in the cytoplasm and are important regulatory molecules whose functions we are just beginning to understand [25]. An interesting example of a circRNAs in osteogenesis is the competition between a circRNA and Osteoglycin (*Ogn*) for an miRNA associated with osteoporosis [26]. Piwi-interacting RNAs (piRNAs) are 21 to 35 nucleotides segments of RNA that can orginate from lncRNAs and are active during development [27]. These are also found in extracellular vesicles (EV), including those from multiple meloma bone disease that are capable of inhibiting osteogenesis [28].

The potential of transcriptomics to advance the discipline of biomaterials has already been recognized, although most experiments involve microarrays, which require an *a priori* knowledge of genes to be assayed [29]. RNA sequencing (RNA-seq) is a more expensive option, but it has the advantage of facilitating new discoveries about gene expression and has been applied to the osteoinductive properties of calcium phosphate ceramics [30]. Traditional complementary DNA (cDNA) libraries made from the poly-adenylated (Poly-A) fraction of RNA provide information on protein coding transcripts. Ribosome-depleted RNA libraries sequencing retain both protein coding RNAs and some ncRNAs, providing a glimpse into the roles that these diverse molecules play.

The objective of this research project is to determine if RNA-seq can detect gene expression changes associated with the response of preosteoblasts during the osteoconduction stage on nanometrically smooth, compositionally identical substrates that differ by only their crystallographic structure. The substrates have an average grain size of 10.9 +/- 7.3 μm (CG) and 0.24 +/- 0.38 (UG), a 45-fold difference [31]. Characterization of mouse preosteoblasts growth on these discs included the development of a new bio-physical parameter, the ratio between the average grain boundary length (GBL) per unit area to the average cell contact area covered by cells (R_GBL/cell_). After 72 hours not only are there 3-fold more cells on UG-Ti, the cells are larger, with an average cell covering about 5,612 μm^2^ on UG and 1,457 μm^2^ on CG-Ti. The average grain boundary length under a cell on CG-Ti was 273.0 μm, compared to 70,881.5 μm for UG-Ti; a 260-fold difference. We analyzed total RNA from mouse pre-osteoblasts grown on these nanometrically smooth UG- and CG-Ti substrates for 72 hours to elucidate the expression of protein coding and non-coding RNAs.

## Materials and methods

### Ti disc preparation

Details of disc fabrication and their physical properties are published elsewhere [31] and are available in the Compendium of Biomaterials Transcriptomics (cBiT) [32]. Briefly, CG-Ti rods were obtained from the Carpenter Technology Corporation (Reading, Pennsylvania), UG rods were bulk nanostructured via C-ECAP, applying at least four passes with interpass billet rotations of 90° following route B_c_ at 200°C to 350°C. One mm thick discs were cut from rods 13.5 mm in diameter. To reduce the effect of surface topography on cell growth, all discs were polished to a <2 nm average surface roughness (R_a_). To facilitate handling the discs with sterile forceps (Miltex 6–120, Germany), a 2 mm flat section was ground on diametrically opposed edges of the otherwise circular discs.

Ti disks were sterilized with isopropanol and placed in 24-well cell culture dishes plates not treated for tissue culture (USA Scientific, CC7672-7524) to reduce the number of cells attached to the plates rather than the Ti.

### Preosteoblast culture

The workflow (Fig 1) begins with the culture of the Murine preostoeblast cell line, MC3T3-E1 sub-clone 4 (American Type Culture Collection (ATCC), Rockville, MD) in Alpha Minimum Essential Medium GIBCO, Grand Island, NY) supplemented with 10% fetal bovine serum (FBS, GIBCO, Grand Island, NY) and 1% penicillin/streptomycin (Cellgro, Manassas,VA). In order to focus on the early, non-mineralizing phenotype at 72 hours, the media was not supplemented with acetate. Each disk was seeded with 4 x 10^4^ and plates were incubated at 37°C with 5% CO_2_. After 72 hours, the Ti discs were moved to a culture disc containing trypsin, taking care not to disturb the cells. This step further minimized the risk of isolating cells adhered to the plates. Cells from four discs were pooled, centrifuged at 250 x G for 5 min, the resulting pellet was resuspended in RNA Later Reagent (Sigma-Aldrich, T9424), and stored at -80°C.

**Fig 1:**
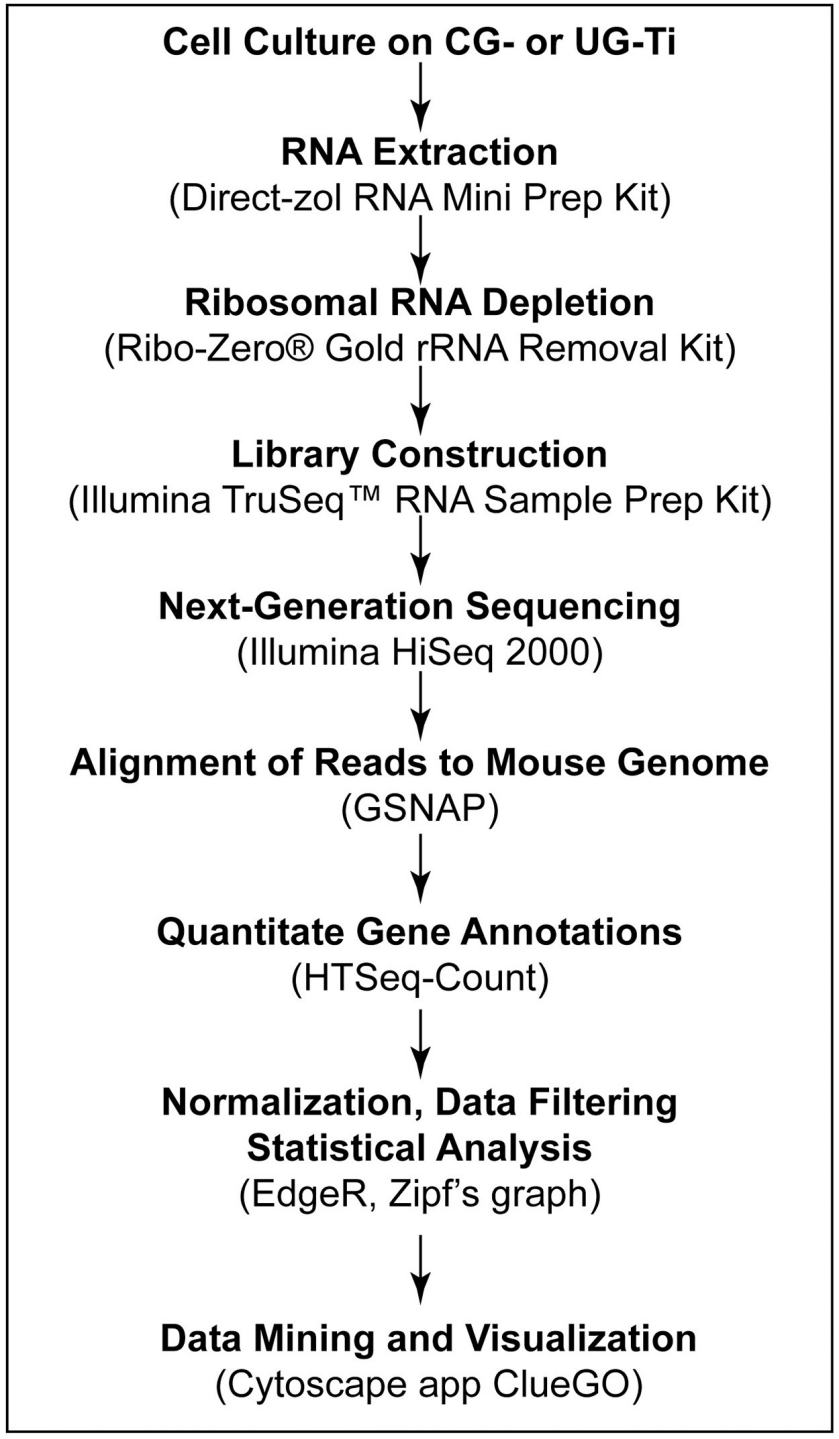
Bioinformatic workflow. Workflow used to generate network analysis. Kits, software and instrumentation used to generate data for each step are shown in parentheses.

### RNA extraction

Total RNA was extracted from cell pools using the Direct-zol RNA Mini Prep kit standard protocol (Zymo Research Corp., R2050) and included the treatment of the RNA with DNase I to eliminate genomic DNA. RNA concentrations and quality were determined using a Nanodrop 2000 UV-Vis Spectrophotometer (Thermo Scientific) and were confirmed with the Qubit RNA HS assay kit (ThermoFisher Scientific, Q32852). RNA size and integrity were measured using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). The library input material had RNA Integrity Numbers (RINs) ranging from 7.3 to 8.6.

### Library construction and sequencing

Library preparation and sequencing was performed at the National Center for Genome Resources (NCGR, Santa Fe). Prior to library preparation, cytoplasmic and mitochondrial ribosomal RNAs (rRNAs) were removed from the samples using the Ribo-Zero^®^ Gold rRNA Removal Kit (Illumina, San Diego). RNA-depleted libraries were prepared following the Illumina TruSeq^™^ RNA Sample Prep Kit v2 (Illumina, San Diego), which produced inserts sized from 120 to 200 bp, with an average of 150 bp. Unique indexes were added to each sample during library construction to allow multiple libraries to be pooled into a single lane of the Illumina flow cell. Libraries were validated using Nanodrop quantification and Bioanalyzer 2100 analysis to determine size and quantity. The libraries were run in a single lane of a flow cell on an Illumina HiSeq 2000 following manufacturer’s protocols to generate single-end 50 bp reads.

### Bioinformatics workflow

#### Data management and analysis

FastQ files generated by Illumina were uploaded to NCGR to facilitate the development of a bioinformatics workflow with a variety of tools, including a data management system for storing and tracking analyses. The reads were subjected to quality control analysis using Fast QC [33]. Reads were then aligned to the mouse reference genome (GRCm38) [34] using the Genomic Short-read Nucleotide Alignment Program (GSNAP), producing binary sequence alignment map (.bam) files [35]. These files are available through Gene Expression Omnibus [36] and ArrayExpress [37]. HTSeq-count was used to generate read counts per gene [38].

Profiles of protein coding genes are expected to align uniformly to exons, whereas ncRNAs can exhibit expression of short regions anywhere in the genome. To verify that read count profiles fit the gene model (ncRNA or protein coding) described by annotations, .bam files were inspected using the Integrated Genome Viewer (IGV) software package [39]. Transcripts that uniformly covered exons were assumed to be coding RNAs. Long ncRNAs are greater than 200 nucleotides in length that can be transcribed from any region, including those that code for protein. Reads that only align to a small section of a gene are indicative of ncRNAs. It is a recent revelation that ncRNAs are common in genomes, so annotation of these important molecules has lagged behind that of protein coding regions [40].

Read count files were normalized and statistically analyzed with empirical analysis of digital gene expression data in R (edgeR) [41]. Cells grown on CG-Ti were used as the controls whereas cell grown on UG Ti were used as the treatment group. The statistical analysis of differential gene expression used the expression on UFG-Ti as the experimental value and compared to CG-Ti. The statistical package edgeR outputs two statistical values per gene; the p value and a value adjusted for a False Discovery Rate of 0.05 (FDR or p(adj)). A statistical issue with large datasets is that at p≤0.05 there is the potential for a large number of false positives, so an p(adj) ≤ 0.05 is considered a more reliable statistical cutoff. However, neither of these values can evaluate the biological significance of any change in gene expression. Gene products work in concert to modulate biological processes, so additional levels of statistical analysis are required to extract meaningful patterns of gene expression changes.

The output of statistical analysis was opened with JMP version 11 (SAS, Cary, NC) for data filtration. Zipf’s power law is used to model complex phenomena [42], has been employed to filter low counts from environmental metagenomic shotgun sequence data [43], and was demonstrated recently to be an effective method of normalization for RNA-seq data [44]. Here it is used to select annotations with adequate read coverage for comparative analyses. The statistical package edgeR calculates log_10_ counts per million (CPM), this was used to rank the genes and the log rank was graphed against log CPM, to produce a power law graph. Genes with read counts near to or above the downturn in the slope are assumed to have adequate read counts for comparative analyses, while the data below the downturn are filtered out. This provides a low-count filtering method and eliminates filtering based on an abritrary the fold-change level.

#### Data mining and visualization

Differentially expressed genes (p≤0.05) were selected to assess biological significance using enrichment analyses, and network visualization techniques with Cytoscape v3.4.0 [45]. The Cytoscape application ClueGO + CluePedia v2.3.2 combines enrichment analysis of Gene Ontology (GO) terms of a gene list with network visualization [46]. A gene product with known functions is assigned Gene Ontology (GO) terms that describe the cellular location(s), molecular function(s), and biological process(es) in which it is involved. For this project, biological processes (BP) GO terms were the most relevant. ClueGO utilizes the DAVID (Database for Annotation, Visualization and Integrated Discovery) gene functional classification tool to extract biologically significant process information from a gene list input by the user [47]. Enrichment analyses are based on the total number of genes associated with a term in the genome compared to the number genes in the input list that share the same term. DAVID calculates a EASE (Expression Analysis Systematic Explorer) score, which is a modified Fisher Exact p-value adjusted for multiple comparisons using the Bonferroni correction (p(adj)) [48]. The probability of the enrichment greater than chance for each GO term is evaluated and only terms with p(adj) ≤ 0.05 are retained. For this dataset, GO Biological Process term levels 3–8 were used. Additional parameters specified in the ClueGO analysis are provided in supplemental information (S1 Text). CluePedia was used to add the genes linked to the GO terms enriched in the network. Gene nodes were annotated with differential gene expression values using the style functions available in Cytoscape. To produce a visually informative network, nodes were arranged manually within Cytoscape using centrality measures established for biological networks [49]. Nodes representing GO terms were arranged with closeness parameters in mind so that nodes assigned to the same overview term are stacked. For gene nodes, placement resembled the principle of shortest path betweenness, where genes that are connected to single GO terms are placed close to the term and genes connected to multiple GO term nodes are between those nodes. Networks were imported into Adobe Illustrator for final markup. The GeneCards database was consulted for details of gene function [50]. Homology searches were accomplished with Basic Local Alignment Search Tool (BLAST) [51].

### Quantitative PCR

Preliminary RNA-seq results were a partial guide to choosing genes for Real-Time Quantitative PCR (qPCR) validation; statistical significance and association of the gene products with osteogenesis were both considered. Primer design was accomplished by using RNA-seq data in conjunction with Primer-BLAST [52]. Since actin b (*Actb*) was not differentially regulated in the total-RNA-seq dataset and the same RNA preparations were used for both qPCR and RNA-seq, it was used to normalize the data. 

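*Actb* (ENSMUSG00000029580, chromosome 5, 142903115 to 142906754) had a mean CPM of 5141 ± 373 (SD, n = 2) on CG-Ti and 4724 ± 241 (SD, n = 2) on UG-Ti. The log2 fold change was -0.12 (standard error 0.17, adjusted p = 0.823 from edgeR's quasi-likelihood test), and it ranged from -0.18 to -0.05 with each library left out in turn.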

Table 1 lists the genes and primers used for validation. PCR was performed with the iScript^®^ one step RT-PCR kit (Bio-Rad) following manufacturer’s protocols. The comparative C_T_ quantitation protocol was implemented on an Applied Biosystems 7500 Real Time PCR instrument. Three replicates of each sample were analyzed using the comparative CT method to determine the 2^-ΔΔCt^ [53].

**Table 1:** qPCR primers.

Gene ID	Name (alias)	Primers
*Ogn*	Osteoglycin (Osteoinductive Factor)	Ogn F TCTGACACAGCAAGCACCAC
		Ogn R CAGGCATGTGGGCATTTCATC
*Omd*	Osteomodulin (Osteoadherin Proteoglycan)	Omd F TCACACAACAAACTGGAAGACA
		Omd R GGTGTACTGGATCAGGAGAAGG
*Igf1*	Insulin like growth factor 1 (Mechano Growth Factor)	Igf1 F TGCTCTAACATCTCCCATCTCTC
		Igf1 R GGTGAAGGTGAGCAAGCAGA
*Igfbp2*	Insulin-Like Growth Factor Binding Protein 2	Igfpb2 F TCTACTCCCTGCACATCCCC
		Igfpb2 R GCTTCCCGGTATTGGGGTTC
*Cenpf*	Centromere Protein F, (Mitosin)	Cenpf F ACCGAGTTTGAGCCAGAAGG
		Cenpf R CGCTGAGCTCTCCTGAACAA
*Actb*	Actin B	ActB F CCACCATGTACCCAGGCATT
		ActB R CAGCTCAGTAACAGTCCGCC

## Results

### Sequencing results: Raw data and filtering

Raw and processed sequence files are available in the Gene Expression Ominbus [36] and ArrayExpress [37]. The raw data consisted of reads that met stringent quality control requirements (S1 Table in S1 File). 

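Total RNA was sequenced from MC3T3-E1 subclone 4 cells, a mouse preosteoblast line, grown for 72 hours on titanium discs with coarse grains (CG-Ti) or ultrafine grains (UG-Ti). There were 2 libraries per substrate, CG-Ti replicates 1 and 2 and UG-Ti replicates 1 and 2, which the paper describes as biological replicates from the same cell culture plate. The authors aligned single-end reads of 50 bases to the mouse genome with GSNAP and counted uniquely mapped reads on genes with HTSeq-count. They deposited those raw counts for 22179 genes with positions on GRCm38, beside their own edgeR results. Counts on genes came to 2670147 and 4062980 for CG-Ti replicates 1 and 2 (mean 3366564) and to 3655135 and 3187581 for UG-Ti replicates 1 and 2 (mean 3421358). These totals were between 26.5% and 29.1% of the unique reads that the paper lists for each library in S1 Table, and all values given here rest on the counts. Counts were scaled to CPM, the unit of the paper, after TMM normalization in edgeR, and fold changes compare UG-Ti with CG-Ti. All 20494 genes with at least 1 count entered edgeR's quasi-likelihood F test, which was two-sided, and p-values were adjusted over those genes by the Benjamini-Hochberg method. An average log2 CPM of at least 2 was required after the fit and corresponded to about 13.6 counts per library. The study set the same number on its own scale, which was lower by a median of 0.931, so its cutoff was stricter and left 10632 genes of the authors' table. With 2 libraries against 2, an exact permutation test cannot give a p below 0.333, so each p comes from a model that shares information on variance across genes. Across the 11941 genes past the cutoff, which are not independent replicates, log2 CPM correlated with r = 0.940 between the CG-Ti libraries and r = 0.984 between the UG-Ti libraries. The first principal component held 69.1% of the variance and set CG-Ti replicate 2 apart from the other 3 libraries.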

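Of the 22179 genes in the deposited counts, 1685 had no count in any library and 20494 had at least 1. The average log2 CPM reached 2 for 11941 genes, or 58.3% of those with a count. Of the alternatives to this cutoff, a mean of at least 100 counts per sample moved the number most, to 6579 genes. At least 100 counts summed over the 4 samples were reached by 10548 genes.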

The results of the Zipf’s Law plot (Fig 2 and S1 Fig) indicates that transcripts with more than 100 reads (Log CPM = 2) have adequate coverage for further analyses, this included 51.9% out of 20,500 transcripts. 

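Among the 11941 genes with an average log2 CPM of at least 2, 538 had an unadjusted p at or below 0.05, where 597 would be called at that threshold if no gene differed. None of the 538 reached an adjusted p of 0.05 in edgeR's quasi-likelihood test; the smallest adjusted p was 0.0968, for *Gm15564*. Of the alternatives set before the data were examined, another test moved these counts most. The DESeq2 Wald test called 182 genes at p and 4 after adjustment, and the edgeR exact test called 496 and 8. A quasi-likelihood fit with legacy = TRUE, chosen after seeing the data, moved them further, to 1224 and 143. Both UG-Ti libraries lay above both CG-Ti libraries for 1835 of the 11941 genes and below them for 2579, together 37.0%, where chance gives 33.3%. The 5 genes with the smallest p in each direction, among those whose libraries did not overlap between the substrates and apart from those the paper names, were *Gpr21*, *Kcnab1*, *Mki67*, *Gm26690* and *Nipbl* (higher) and *Gm5530*, *Gm26885*, *Cdpf1*, *Gm5617* and *Tnfrsf9* (lower). All of these but *Mki67* and *Nipbl* lay below a log CPM of 2 in the authors' table, and so below the study's cutoff. *Mki67* (ENSMUSG00000031004, chromosome 7, 135689788 to 135716379) had a mean CPM of 490.0 ± 34.9 (SD, n = 2) on CG-Ti and 896 ± 57.4 (SD, n = 2) on UG-Ti, a log2 fold change of 0.87 (standard error 0.17, adjusted p = 0.74). *Nipbl* (ENSMUSG00000022141, chromosome 15, 8291225 to 8444463) had a mean CPM of 111 ± 15.5 (SD, n = 2) on CG-Ti and 209.8 ± 10.9 (SD, n = 2) on UG-Ti, a log2 fold change of 0.91 (standard error 0.18). The log2 fold change was 2.54 for *Gpr21*, 2.60 for *Kcnab1* and 1.98 for *Gm26690*, and it was -1.89 for *Gm5530*, -1.78 for *Gm26885*, -1.19 for *Cdpf1* and -1.39 for *Gm5617*. *Tnfrsf9* had a log2 fold change of -2.83, which was -1.31 without CG-Ti replicate 2, and that of *Gm26885* was -1.02 without it. The span of *Gm26885* (chromosome 17, 29461896 to 29491925) overlaps that of *Pim1* (29490812 to 29496111). Whether reads of *Pim1* are among the counts of *Gm26885* was not tested.

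**Figure D1:**
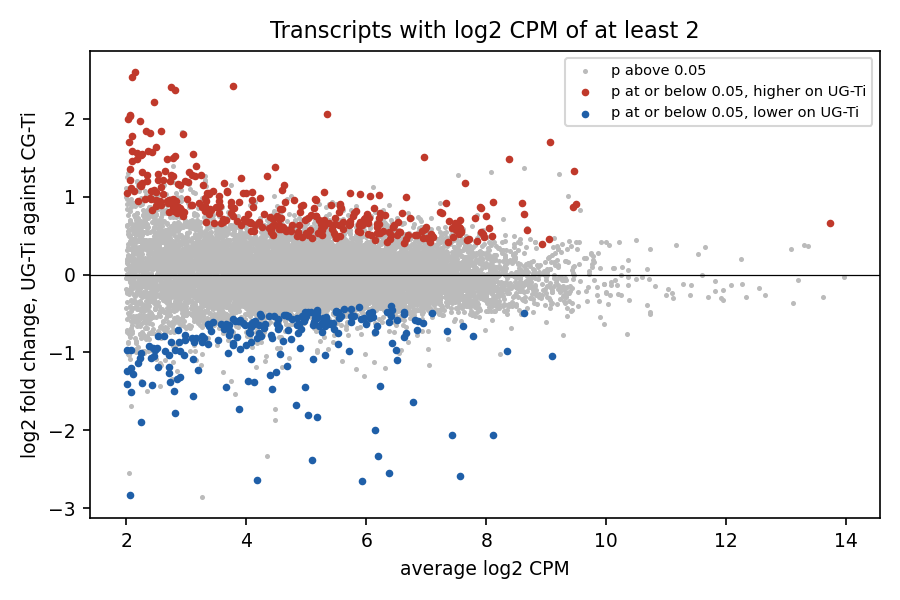
Log2 fold change on UG-Ti against CG-Ti plotted against average log2 CPM for the 11941 genes with a log2 CPM of at least 2. Red points are the 324 genes with p at or below 0.05 that were higher on UG-Ti and blue points the 214 that were lower; grey points are the other genes.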

Of the 10,633 transcripts, 423 were differentially regulated (p- ≤ 0.05) and six at a p(adj) ≤ 0.05. 

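Of the 538 genes with an unadjusted p at or below 0.05, 324 were higher on UG-Ti and 214 lower, a share of 60.2% higher (95% Wilson interval 56.0% to 64.3%, which covers counting error only). The share depended on the scaling. The fold changes in the authors' deposited table imply effective library sizes between 1.80 and 2.10 times the counts on genes, unequal between libraries, which raise log2 fold changes by a median of 0.123 over genes. With those sizes in the same test, an alternative chosen after seeing the data, 453 of 522 genes were higher, or 86.8%. The median log2 fold change of the 324 higher genes was 0.79 and stayed between 0.74 and 0.86 with each library left out in turn. For the 214 lower genes the median was -0.74, and without CG-Ti replicate 2 it was -0.43.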

Of the 423 transcripts, 82.2% were upregulated on UG-Ti.

**Fig 2:**
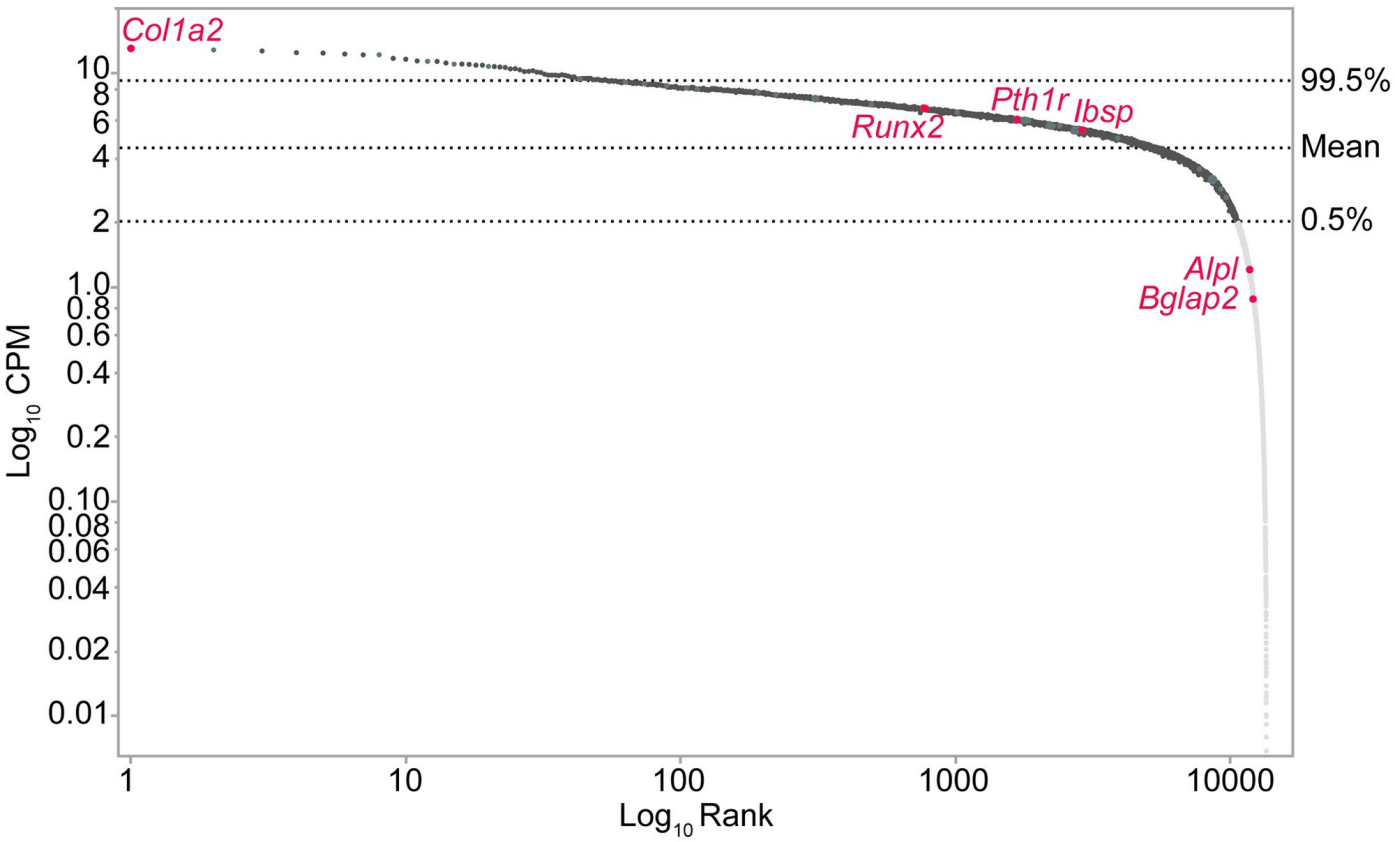
Zipf curve. Dark grey markers are those with adequate coverage to use in comparative analyses, genes shown in light grey were disregarded. Red font indicates genes used as indicators of cell identity. S1 Fig is the same curve annotated with differentially expressed and those of interest in mechanotransduction and osteogenesis.

Transcript abundance using RNAseq of MC3T3-E1 sub-clone 4 compared favorably to the expression profile developed using Northern analysis [19]. 

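The 6 genes are *Col1a2*, *Runx2*, *Alpl*, *Ibsp*, *Bglap2* and *Pth1r*. The smallest unadjusted p among them was 0.115, for *Alpl*, and adjusted over the list alone the smallest p was 0.355. The list is the study's own, so the latter is not independent evidence. Their median log2 fold change was 0.38, over the 5 with an average log2 CPM of at least 2, and without CG-Ti replicate 2 it was 0.11.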

None of the six genes were differentially expressed on the two substrates but the CPM is a measure of abundance and can be compared to Northern analyses. *Col1a2* was the most abundant transcript as measured by Northern analysis and by RNAseq, while *Runx2* exhibited intermediate expression in both datasets. 

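*Col1a2* (ENSMUSG00000029661, chromosome 6, 4504814 to 4541543) had the highest average log2 CPM of all genes, 13.96. Its mean CPM was 16113 ± 962 (SD, n = 2) on CG-Ti and 15735 ± 1576 (SD, n = 2) on UG-Ti, a log2 fold change of -0.03 (standard error 0.19, adjusted p = 0.973), which changed sign to 0.01 with GC content offsets. *Runx2* (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) had an average log2 CPM of 7.76. Its mean CPM was 171 ± 107 (SD, n = 2) on CG-Ti and 263 ± 37.3 (SD, n = 2) on UG-Ti, a log2 fold change of 0.62 (standard error 0.41, adjusted p = 0.74). *Runx2* was lowest in CG-Ti replicate 2, and without it the log2 fold change was 0.11.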

*Alpl* had minimal expression in the Northern and was below the statistical cutoff. 

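*Alpl* (ENSMUSG00000028766, chromosome 4, 137741733 to 137796384) had 11 and 6 counts on CG-Ti and 19 and 15 counts on UG-Ti. The average log2 CPM was 2.14 on the scale of counts on genes. Its log2 fold change was 0.92 (standard error 0.51, adjusted p = 0.74) and 0.28 without CG-Ti replicate 2.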

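*Bglap2* (ENSMUSG00000074486, chromosome 3, 88377736 to 88378699) had 1 and 2 counts on CG-Ti and 1 and 2 counts on UG-Ti. With every library at or under a floor of 3 counts, which is between 0.738 and 1.13 CPM in these libraries, a difference between the substrates was not detectable at this depth.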

*Bglap2* was not detectable in the Northerns and was also below the cutoff. *Ibsp* and *Pth1r* transcripts were detected in RNAseq data but not in Northern analysis. It remains to be determined if these differences are attributable to differences in substrate (cell culture plastic or Ti) or to the increased sensitivity of RNAseq.

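The mean CPM of *Ibsp* (ENSMUSG00000029306, chromosome 5, 104299171 to 104311469) was 69.6 ± 17.4 (SD, n = 2) on CG-Ti and 90.3 ± 13.2 (SD, n = 2) on UG-Ti, a log2 fold change of 0.38 (standard error 0.23, adjusted p = 0.74). That of *Pth1r* (ENSMUSG00000032492, chromosome 9, 110722088 to 110743686) was 112 ± 35 (SD, n = 2) on CG-Ti and 141 ± 23 (SD, n = 2) on UG-Ti, a log2 fold change of 0.34 (standard error 0.26). For both genes the libraries of the 2 substrates overlapped. Counts were between 217 and 369 per library for *Ibsp* and between 356 and 500 for *Pth1r*. Leaving out CG-Ti replicate 1 gave 0.66 for *Ibsp* and 0.69 for *Pth1r*, and leaving out CG-Ti replicate 2 gave 0.17 and 0.07. *Ibsp* was at 0.23 without UG-Ti replicate 1 and *Pth1r* at 0.16 without UG-Ti replicate 2.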

Other genes involved in mechanosensation and osteogenesis were not differentially regulated (S2 Table in S1 File and S1 Fig). 

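Of the genes in S2 Table, 26 had counts and 25 an average log2 CPM of at least 2; *Bmp2* and *Bmp7* were not analysed here. No gene of the 25 had an unadjusted p at or below 0.05, and adjusted over the list alone the smallest p was 0.581. Log2 fold changes ranged from -0.43 to 0.92 with a median of 0.10. That median became -0.03 with gene length offsets and -0.07 without CG-Ti replicate 2. The list is the study's own, so the count adjusted over the list alone is not independent evidence. The range includes *Spp1*, whose log2 fold change was -0.43 with all libraries and 0.12 without CG-Ti replicate 2.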

For these processes to occur, the proteins responsible must be available, so differential expression is not expected. For osteogenesis markers, the lack of transcription or differential expression indicates that the cells were still in osteoconduction and had not yet begun to differentiate.

Integrin functions are well established in mechanosensation and there are numerous integrins expressed (S2 Table in S1 File and S1 Fig). 

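Of 27 integrin genes on a list set before the data were examined, 21 had counts and 15 an average log2 CPM of at least 2. Their log2 fold changes ranged from -1.37 for *Itga6* (-0.30 without CG-Ti replicate 2) to 0.99 for *Itgb8* (0.60 without it), with a median of 0.10 that changed sign to -0.11 without CG-Ti replicate 2. A single gene of the 15 had an unadjusted p at or below 0.05, and adjusted over the list alone the smallest p was 0.606. This number stayed at 1 under each of the alternatives that were run. The UG-Ti libraries both lay above both CG-Ti libraries for 3 of the 15 genes and below them for 3, where chance gives 33.3% together.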

*Itga6* is the only integrin gene that was differentially expressed, it is cell cycle regulator linked to apoptotic processes (Fig 4). This transcript was downregulated on UG-Ti and is known to be under control of the circadian clock [54].

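*Itga6* (ENSMUSG00000027111, chromosome 2, 71745616 to 71858416) had 29 and 134 counts on CG-Ti and 27 and 33 counts on UG-Ti. Its mean CPM was 22 ± 15.6 (SD, n = 2) on CG-Ti and 8.85 ± 2.2 (SD, n = 2) on UG-Ti, a log2 fold change of -1.37 (standard error 0.52, adjusted p = 0.74) and an unadjusted p of 0.0358. CG-Ti replicate 2 set this value. Without it the log2 fold change was -0.30, and without CG-Ti replicate 1 it was -1.91.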

### qPCR results

All five transcripts validated with qPCR trended toward upregulation, concordant with RNA-seq results (Fig 3). 

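In the sequencing data the log2 fold changes of the 5 genes were 0.14 for *Omd* (standard error 0.35, adjusted p = 0.896), 0.13 for *Ogn* (0.38), 0.67 for *Igf1* (0.21), 1.59 for *Igfbp2* (0.47) and 0.85 for *Cenpf* (0.22), with standard errors in parentheses. The unadjusted p was 0.0149 for *Igf1*, 0.0135 for *Igfbp2* and 0.00771 for *Cenpf*, whose libraries did not overlap between the substrates. *Igfbp2* (ENSMUSG00000039323, chromosome 1, 72824503 to 72852474) had 7 and 5 counts on CG-Ti and 23 and 15 counts on UG-Ti. *Igf1* (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) had a mean CPM of 45.6 ± 7.08 (SD, n = 2) on CG-Ti and 72.4 ± 8.35 (SD, n = 2) on UG-Ti. The libraries overlapped for *Omd* and *Ogn*, whose log2 fold changes became -0.03 and -0.02 with GC content offsets. Both genes were highest in CG-Ti replicate 2 among the 4 libraries. Without it their log2 fold changes were 0.84 and 0.94, and without CG-Ti replicate 1 they were -0.25 and -0.37.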

The only transcript that reached 2-fold change was *Omd*, which codes for a protein that organizes collagen into uniform fibrils, effecting the transmission of force by the ECM [55].

**Fig 3:**
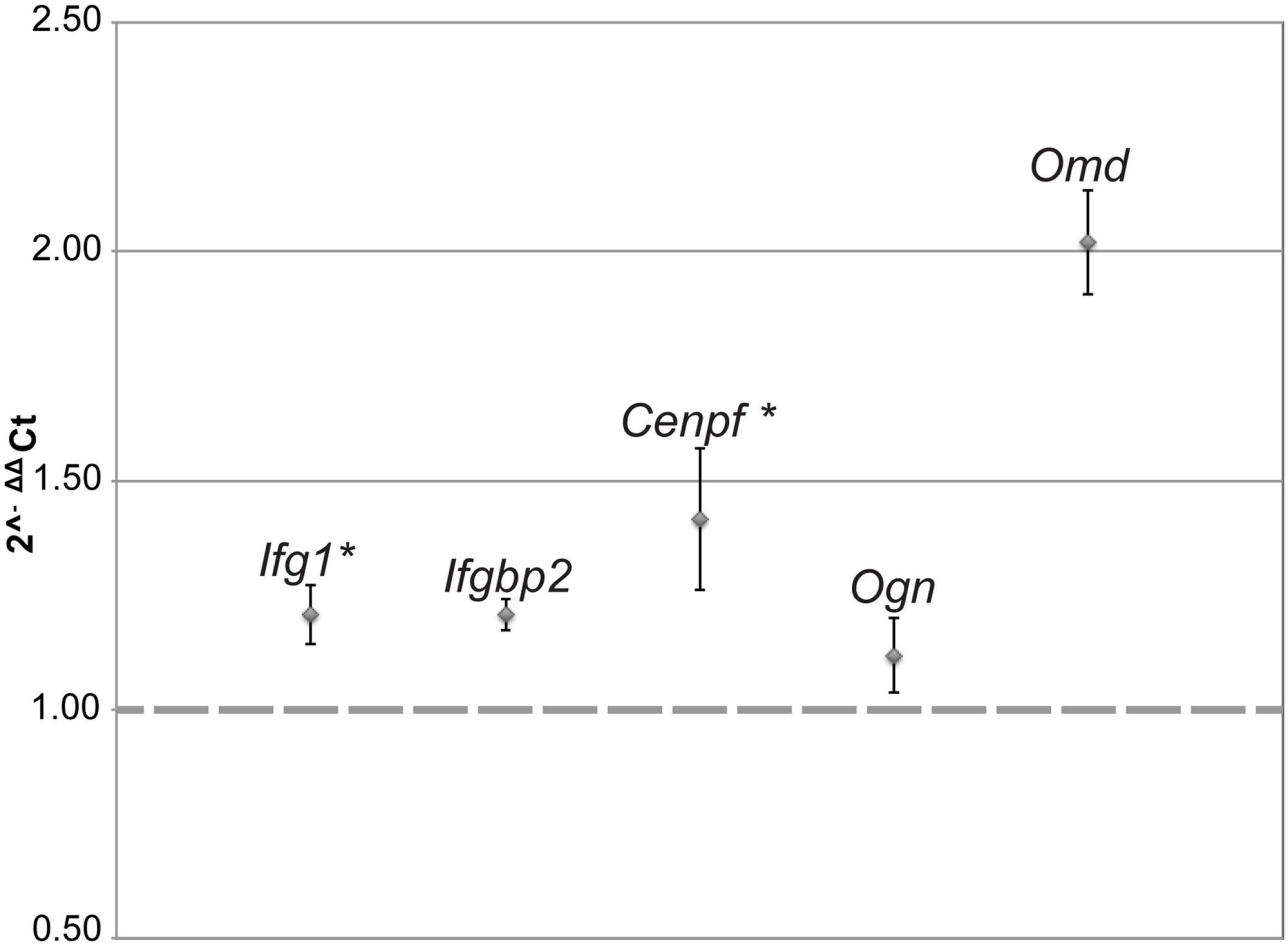
qPCR results. Expression levels of the five genes were normalized using *Actb* levels, which was not differentially expressed in the dataset. The 2^-ΔΔCt^ method was used to calculate the differences and included three replicates of each sample. Those with asterisks are included in Fig 4.

#### Differentially expressed p(adj) ≤ 0.05 and ncRNAs

Table 2 lists highly differentially expressed transcripts (p(adj) ≤ 0.05). 

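All 6 transcripts kept their direction and an unadjusted p at or below 0.05, but none reached an adjusted p of 0.05 in the quasi-likelihood test. *Gm15564* (ENSMUSG00000086324, chromosome 16, 35966752 to 35983230) had a mean CPM of 142 ± 8.51 (SD, n = 2) on CG-Ti and 24.3 ± 0.0256 (SD, n = 2) on UG-Ti, a log2 fold change of -2.54 (standard error 0.18, adjusted p = 0.0968). *Lars2* (ENSMUSG00000035202, chromosome 9, 123366940 to 123462664) had a mean CPM of 445 ± 8.23 (SD, n = 2) on CG-Ti and 106 ± 7.74 (SD, n = 2) on UG-Ti, a log2 fold change of -2.06 (0.17, adjusted p = 0.112). *Mir6236* (ENSMUSG00000098973, chromosome 9, 110281287 to 110281409) had a mean CPM of 104 ± 14.3 (SD, n = 2) on CG-Ti and 16.5 ± 7.67 (SD, n = 2) on UG-Ti, a log2 fold change of -2.65 (0.32, adjusted p = 0.718). *Gm23935* (ENSMUSG00000076258, chromosome 16, 11144125 to 11144181) had a mean CPM of 56 ± 4.7 (SD, n = 2) on CG-Ti and 15.6 ± 3.85 (SD, n = 2) on UG-Ti, a log2 fold change of -1.83 (0.24). *B3galt2* (ENSMUSG00000033849, chromosome 1, 143640664 to 143654614) had a mean CPM of 4.24 ± 1.48 (SD, n = 2) on CG-Ti and 22 ± 1.37 (SD, n = 2) on UG-Ti, a log2 fold change of 2.42 (0.31). *Sorbs2os* (ENSMUSG00000085440, chromosome 8, 45723325 to 45819297) had a mean CPM of 11.9 ± 0.195 (SD, n = 2) on CG-Ti and 31.2 ± 4.02 (SD, n = 2) on UG-Ti, a log2 fold change of 1.38 (0.22). Adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries, all 6 reached 0.05. The edgeR exact test gave all 6 an adjusted p at or below 0.05, the DESeq2 Wald test 4 of them. With each library left out in turn, the log2 fold change ranged from -2.60 to -2.45 for *Gm15564*, -2.13 to -1.99 for *Lars2*, -3.23 to -2.25 for *Mir6236*, -2.10 to -1.60 for *Gm23935*, 2.07 to 2.77 for *B3galt2* and 1.25 to 1.52 for *Sorbs2os*.

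**Figure D2:**
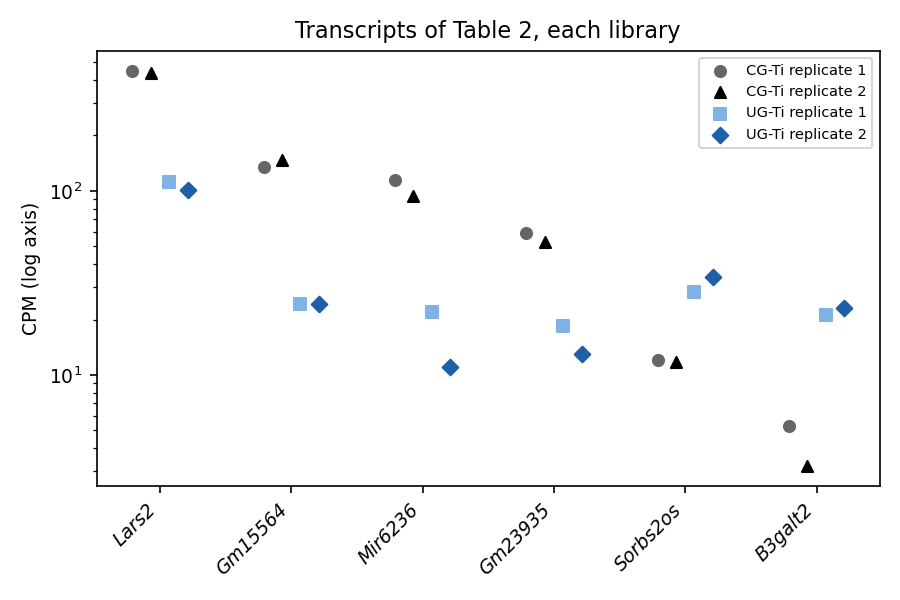
CPM of the 6 transcripts in each of the 4 libraries on a log axis, 1 point per library. For each transcript the UG-Ti points lie apart from the CG-Ti points, below them for *Lars2*, *Gm15564*, *Mir6236* and *Gm23935* and above them for *Sorbs2os* and *B3galt2*.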

*Lars2* is a nuclear-encoded gene whose protein is responsible for charging tRNAs in the mitochondria. No other tRNA synthetases were differentially regulated, ruling out a global downregulation of tRNA function. 

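A list of 57 aminoacyl-tRNA synthetase symbols was set before the data were examined, and 38 of them had counts, each with an average log2 CPM of at least 2. *Lars2* alone had an unadjusted p at or below 0.05 among the 38, and it was also the only one adjusted over the list alone. Gene length offsets added *Eprs*, a quasi-likelihood fit with legacy = TRUE added *Sars* and the library sizes implied by the authors' table added *Mars2*. Without *Lars2*, 28 of the other 37 genes were lower on UG-Ti, with a median log2 fold change of -0.15. Over all 38 genes, 29 were lower with a median of -0.151. With the library sizes implied by the authors' table these values were 23 and -0.030. Both UG-Ti libraries lay below both CG-Ti libraries for 18 of these 37 genes and above them for 3, where chance gives 16.7% on each side. When CG-Ti replicate 2 was left out, the median of the 37 was -0.10.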

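*Lars2* is annotated on GRCm38 as a protein-coding gene with a reference transcript, ENSMUST00000038863, of 3894 bases. The deposited counts are sums per gene, so they hold no read positions. They came to 1193 and 1784 for *Lars2* on CG-Ti and to 414 and 320 on UG-Ti.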

Inspection of the read profiles using IGV reveals that all reads were restricted to 374 bp of the last exon, indicative of a lncRNA. BLAST analyses of the sequence attributed to the *Lars2* gene against both nucleotide and protein databases revealed no significant homology in other organisms. This is evidence that *Lars2* is a lineage-specific ncRNA [56]. *Gm15564* (245 bp) and *Gm23935* (178 bp) are predicted ncRNAs for which no function is known. 

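*Gm15564* is annotated as antisense and *Gm23935* as a microRNA on GRCm38. Counts of *Gm15564* were 359 and 600 on CG-Ti and 90 and 77 on UG-Ti, and those of *Gm23935* were 157 and 214 on CG-Ti and 68 and 41 on UG-Ti. In the reference transcripts, positions 179 to 250 of ENSMUST00000173605 (*Gm15564*) align in the same orientation to positions 3278 to 3349 of ENSMUST00000038863 (*Lars2*), counted from the 5′ end. Of these 72 bases 71 match, and the longest exact stretch is 52 bases, against reads of 50. The longest exact stretch that *Gm23935* shares with *Lars2* is 8 bases.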

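*Mir6236* is annotated as a microRNA that spans 110281287 to 110281409 on chromosome 9 of GRCm38. Its counts were 303 and 383 on CG-Ti and 81 and 35 on UG-Ti. The longest exact stretch it shares with a transcript of *Lars2* is 13 bases.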

*Mir6236* is a microRNA and the reads span 76 bp that map to this validated pre-RNA. 

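*Sorbs2os* lies on chromosome 8 opposite *Sorbs2* (ENSMUSG00000031626, 45507788 to 45827906), and 1051 of its 2474 exon bases overlap exons of *Sorbs2*. Its counts were 32 and 48 on CG-Ti and 105 and 108 on UG-Ti. *Sorbs2* had a mean CPM of 419 ± 2.74 (SD, n = 2) on CG-Ti and 552 ± 35.3 (SD, n = 2) on UG-Ti, a log2 fold change of 0.40 (standard error 0.16, adjusted p = 0.74). The paper's text does not name a strand setting for the counting. Among 65 genes with at least 90% of their exon bases opposite a gene with at least 1000 counts, the median count per base was 0.894 times that of the gene on the other strand (95% bootstrap interval 0.674 to 1.18). For 21 genes overlapping such a gene on the same strand it was 0.254 times (0.183 to 0.407). Reads of *Sorbs2* can therefore be among the counts of *Sorbs2os*.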

*Sorbs2os* is a validated ncRNA although its function is not yet identified.

**Table 2:** Differentially expresses genes (p(adj) ≤ 0.05).

Gene Symbol	Name	Log_2_ fold change	Log CPM	FDR
*Lars2*	leucyl-tRNA synthetase mitochondrial	-1.95	7.15	1.22e-7
*Gm15564*	predicted gene 15564	-2.42	5.41	1.33e-11
*Mir6236*	microRNA 6236	-2.55	4.96	1.77e-8
*Gm23935*	predicted gene 23935	-1.72	4.23	3.60e-4
*Sorbs2os*	sorbin and SH3 domain containing 2 opposite strand	1.51	3.56	1.51e-2
*B3galt2*	UDP-Gal:betaGlcNAc beta 1 3-galactosyltransferase polypeptide 2	2.54	2.88	3.12e-6

*B3galt2* is coded on the opposite strand from the tumor suppressor *Cdc73*, which is also upregulated in this data set. 

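*B3galt2* lies within *Cdc73* (ENSMUSG00000026361, chromosome 1, 143598800 to 143702893), and 679 of its 9288 exon bases overlap exons of *Cdc73* on the other strand. The counts of *B3galt2* were 14 and 13 on CG-Ti and 78 and 73 on UG-Ti. *Cdc73* had a mean CPM of 48.6 ± 11.4 (SD, n = 2) on CG-Ti and 97.9 ± 0.184 (SD, n = 2) on UG-Ti, a log2 fold change of 1.02 (standard error 0.22, adjusted p = 0.74), which was 1.40 lower than that of *B3galt2*. Reads from introns of *Cdc73* over the exons of *B3galt2* can be among the counts of *B3galt2*, which was not tested.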

B3galt2 is part of complex localized in the Golgi that catalyzes N-linked glycosylation of lipids and proteins. Targets of N-linked glycosylation include integrins [57] and collagens [58].

Differentially expressed non-coding RNAs (Table 3) include *Neat1* and *Malat1*, which are associated with two ribonucleoprotein complexes in the nucleus, nuclear speckles and paraspeckles, respectively. Both RNAs are known to bind to actively transcribed regions, [59] so upregulation is consistent with rapidly dividing cells. 

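*Malat1* (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672) had a mean CPM of 10557 ± 397 (SD, n = 2) on CG-Ti and 16724 ± 629 (SD, n = 2) on UG-Ti, a log2 fold change of 0.66 (standard error 0.18, adjusted p = 0.74). *Neat1* (ENSMUSG00000092274, chromosome 19, 5824708 to 5845478) had a mean CPM of 252 ± 209 (SD, n = 2) on CG-Ti and 811 ± 54.9 (SD, n = 2) on UG-Ti, a log2 fold change of 1.70 (0.55). *Neat1* had 1057 counts in CG-Ti replicate 1 and 422 in CG-Ti replicate 2. Its log2 fold change was 2.96 without CG-Ti replicate 1 and 1.05 without CG-Ti replicate 2. On a list of 12 nuclear non-coding RNAs set before the data were examined, 6 had an average log2 CPM of at least 2, all 6 were higher on UG-Ti, and the median log2 fold change was 0.77. Of the 6, 5 had an unadjusted p at or below 0.05. The 6 include *Neat1*, which the study chose on these libraries, so they are not independent evidence.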

*Ftx* functions as a miRNA sponge during in osteosarcoma cells [22], but its role during normal cell proliferation is not known. 

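*Ftx* (ENSMUSG00000086370, chromosome X, 103560907 to 103623754) had a mean CPM of 11.4 ± 3.62 (SD, n = 2) on CG-Ti and 21.8 ± 2.17 (SD, n = 2) on UG-Ti. Its log2 fold change was 0.96 (standard error 0.28, adjusted p = 0.74) and ranged from 0.66 to 1.29 with each library left out in turn.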

There are circRNA annotations associated with the *Ftx* region (a.k.a. B230206F22Rik) in the mouse genome [23, 24], but there is inadequate sequence data in this study to determine if this a linear or a circRNA. The potential miRNAs targets sequestered by *Ftx* are below the cut-off. *Mir17hg* produces miRNAs known to be associated with skeletal development [21].

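*Mir17hg* (ENSMUSG00000089726, chromosome 14, 115042879 to 115046727) had a mean CPM of 7.69 ± 4.61 (SD, n = 2) on CG-Ti and 14.7 ± 0.577 (SD, n = 2) on UG-Ti, from 29 and 18 counts on CG-Ti and 53 and 48 counts on UG-Ti. For *Mir17hg* the log2 fold change was 1.01 (standard error 0.41, unadjusted p of 0.0455), and without CG-Ti replicate 2 it was 0.45. The GO terms of the paper were not analysed again here.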

**Table 3:** Differentially expressed (p≤0.05) non-coding RNAs.

Gene Symbol	Name	Log_2_ FC	Log CPM	p-value
*Malat1*	metastasis associated lung adenocarcinoma transcript 1	0.78	12.8	0.0044
*Neat1*	nuclear paraspeckle assembly transcript 1	1.75	8.2	0.0007
*Ftx*	Ftx transcript Xist (X-inactive specific transcript) regulator	1.07	3.2	0.0048
*Mir17hg*	Mir17 host gene 1	1.08	2.7	0.022

#### Enrichment and network analysis

The 432 differentially expressed (p≤0.05) protein-coding transcripts were subjected to enrichment and network analysis for GO Biological Process terms and 117 transcripts have significant associations (p(adj) ≤ 0.05) to GO terms (Fig 4). 

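Of the 117 genes in S3 Table, 92 are given there as higher and 25 as lower on UG-Ti. All 117 had a fold change in that direction. An unadjusted p at or below 0.05 was reached by 77 of them, and the network was chosen on these libraries, so this is not independent evidence. The replicate block, together with gene length offsets, moved this number most of the alternatives set before the data were examined, to 26. The 92 higher genes had a median log2 fold change of 0.58, which was 0.63 without CG-Ti replicate 2. For the 25 lower genes the median was -1.21 with all libraries and -0.18 without CG-Ti replicate 2. Each of the 25 had its highest CPM in CG-Ti replicate 2, and in 112 of the 117 genes the direction remained without that library.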

GO term enrichment analysis visualized as a network provides a method to assess biological significance that focuses on multiple genes involved in the same processes rather than single gene differential expression. Bar charts (S1 Fig) and pie charts (S2 Fig) are alternative methods of visualization. Some of the GO terms used in Fig 4 are overview terms; these are assigned by ClueGO based upon most significant p(adj) values of closely related terms. Using the overview terms as nodes is a form of framing that improves visualization. In Fig 4, the genes with links to the same processes are framed to further enhance visualization. The cytoscape network as it appears before markup in Illustrator is provided as a .tiff file (S4 Fig. Cytoscape.tiff) and as a cytoscape file (S5 Fig. Cytoscape.cys).

**Fig 4:**
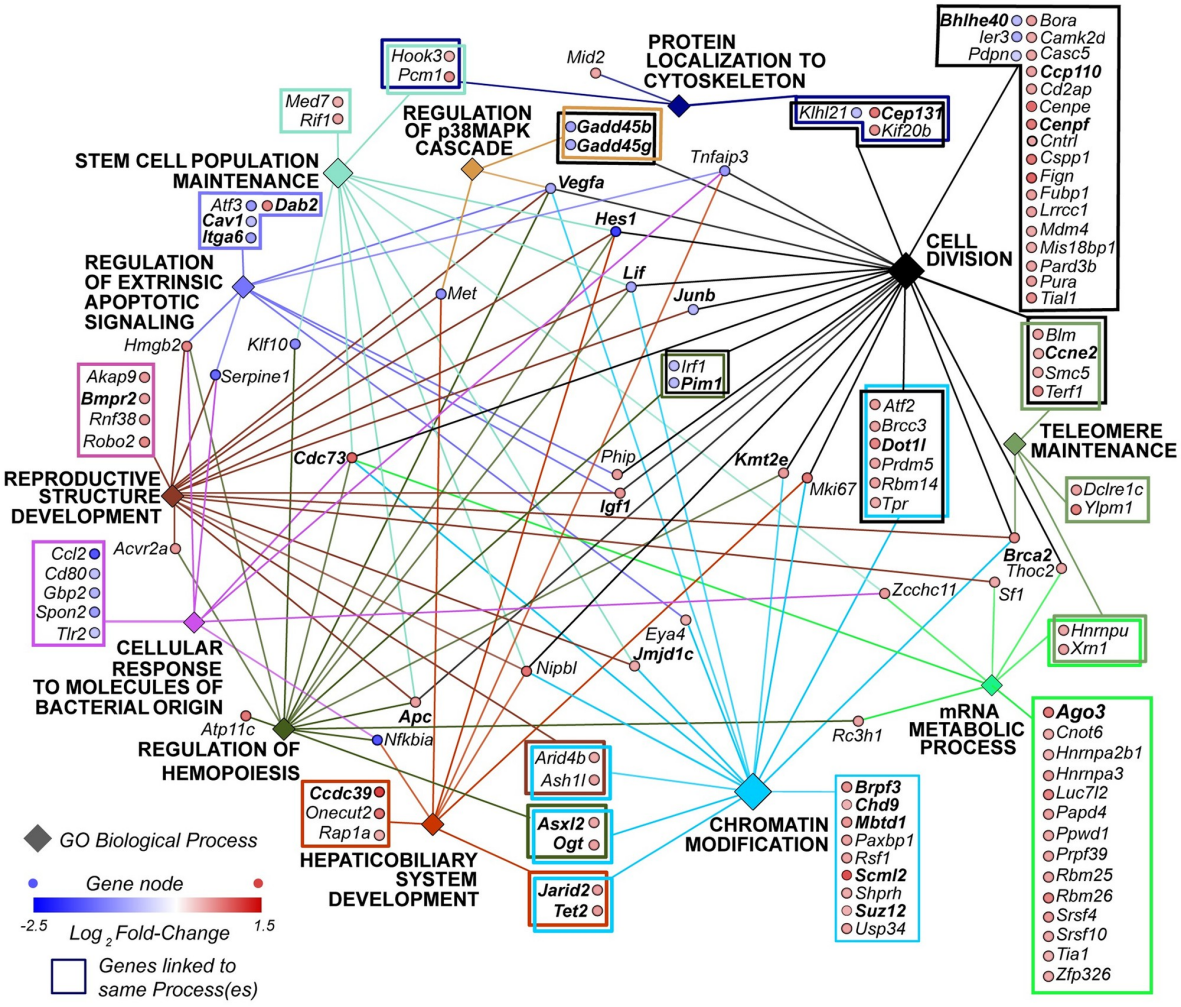
Biological process gene ontology terms enrichment and network analysis. Of the 432 differentially expressed genes with p≤0.05, 117 are retained in this network. Diamond-shaped nodes are GO biological process terms, larger diamonds indicate higher levels of significance, p(adj) value for each GO node is shown. Round nodes are genes, blue nodes are downregulated and red are upregulated. Bolded gene abbreviations in the figure are discussed in the text and full gene names are given in Table 4. S3 Table in S1 File provides this information for all 117 genes.

**Table 4:** Network genes discussed in text.

Gene Symbol	Title	Log_2_ FC	log CPM	p-value
*Ago3*	Argonaute RISC catalytic subunit 3	1.0	5.2	0.001
*Apc*	Adenomatosis polyposis coli	0.7	6.1	0.018
*Ash1l*	Ash1 (absent small or homeotic)-like (Drosophila)	0.7	6.7	0.036
*Asxl2*	Additional sex combs like 2 (Drosophila)	0.6	5.3	0.035
*Bhlhe40*	Basic helix-loop-helix family member e40	-0.8	7.2	0.045
*Blm*	Bloom syndrome RecQ helicase-like	0.7	3.6	0.038
*Bmpr2*	Bone morphogenetic protein receptor type II (serine/threonine kinase)	0.7	7.1	0.022
*Brca2*	Breast cancer 2	0.8	5.1	0.005
*Brpf3*	Bromodomain and PHD finger containing 3	0.8	4.0	0.034
*Cav1*	Caveolin protein 1	-0.8	7.4	0.023
*Ccdc39*	Coiled-coil domain containing 39	1.4	2.2	0.001
*Ccne2*	Cyclin E2	0.6	4.9	0.044
*Ccp110*	Centriolar coiled coil protein 110	0.7	4.1	0.028
*Cdc73*	Cell division cycle 73 Paf1/RNA polymerase II complex component	1.1	5.3	0.000
*Cenpf*	Centromere protein F	1.0	7.0	0.001
*Cep131*	Centrosomal protein 131	1.0	2.8	0.007
*Chd9*	Chromodomain helicase DNA binding protein 9	0.6	5.8	0.041
*Dab2*	Disabled 2 mitogen-responsive phosphoprotein	0.9	5.4	0.029
*Dot1l*	DOT1-like histone H3 methyltransferase (S. cerevisiae)	0.9	4.7	0.032
*Gadd45b*	Growth arrest and DNA-damage-inducible 45 beta	-1.1	5.0	0.020
*Gadd45g*	Growth arrest and DNA-damage-inducible 45 gamma	-1.0	4.8	0.015
*Hes1*	Hairy and enhancer of split 1 (Drosophila)	-2.4	6.5	0.001
*Igf1*	Insulin-like growth factor 1	0.8	5.0	0.010
*Itga6*	Integrin alpha 6	-1.2	3.1	0.014
*Jarid2*	Jumonji AT rich interactive domain 2	0.7	3.8	0.048
*Jmjd1c*	Jumonji domain containing 1C	0.6	7.2	0.026
*Junb*	Jun B proto-oncogene	-0.9	8.1	0.020
*Klf10*	Kruppel-like factor 10	-1.5	5.8	0.004
*Kmt2e*	Lysine (K)-specific methyltransferase 2E	0.7	5.9	0.038
*Lif*	Leukemia inhibitory factor	-1.1	3.5	0.014
*Mbtd1*	Mbt domain containing 1	0.8	4.6	0.007
*Met*	Mesenchymal Epithelial Transition proto-oncogene	-1.4	2.2	0.005
*Ogt*	O-linked N-acetylglucosamine (GlcNAc) transferase (UDP-N-acetylglucosamine:polypeptide-N-acetylglucosaminyl transferase)	0.7	6.7	0.016
*Pcm1*	Pericentriolar material 1	0.8	6.6	0.003
*Pim1*	Proviral integration site 1	-0.9	3.6	0.026
*Scml2*	Sex comb on midleg-like 2 (Drosophila)	1.3	2.1	0.001
*Suz12*	Suppressor of zeste 12 homolog (Drosophila)	0.6	6.0	0.036
*Tet2*	Tet methylcytosine dioxygenase 2	0.7	4.4	0.017
*Vegfa*	Vascular endothelial growth factor A	-1.0	5.3	0.019

The observations of improved cell growth on UG-Ti is supported by the upregulation of cell division biological processes. 

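The 51 genes linked to cell division in Fig 4 had a median log2 fold change of 0.56, and 38 of them were higher on UG-Ti. Of the 51, 25 were higher and 7 lower with an unadjusted p at or below 0.05, and 3 passed when adjusted over the list alone. Both UG-Ti libraries lay above both CG-Ti libraries for 37 of the genes and below them for 8. As a set they ranked as higher in the camera test with its preset inter-gene correlation of 0.01 (adjusted p = 2.3e-11 over 26 lists, limma). Of the 26 lists, 17 passed that test. Under the fry test 3 of the 17 did (chromatin modification, mRNA metabolism and transcripts related to ribosomal RNA), and with an estimated inter-gene correlation none did. The list related to ribosomal RNA had 6 genes, among them the 4 lower transcripts of Table 2. The lists from Fig 4 were chosen by the study on these libraries. Lists of S phase and G2/M genes, set before the data were examined, had median log2 fold changes of -0.02 over 43 genes and 0.03 over 54 genes. The median of the S phase genes changed sign between settings, and with the library sizes implied by the authors' table the medians were 0.10 for S phase and 0.14 for G2/M genes. Without CG-Ti replicate 2 the median of the cell division genes was 0.55. From the upregulation of cell division processes, the paper reasons that the improved cell growth observed on UG-Ti is borne out in the transcripts.

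**Figure D3:**
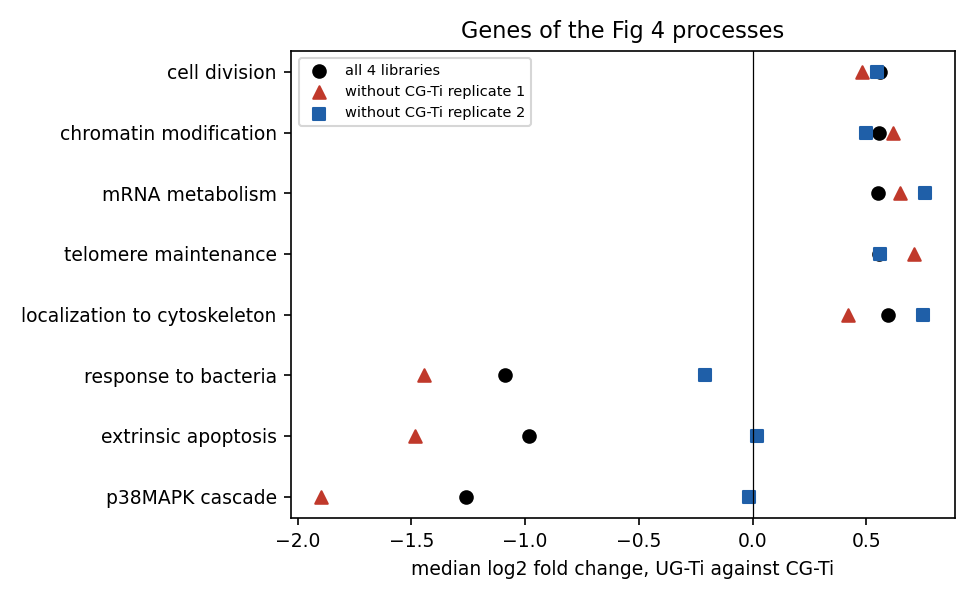
Median log2 fold change on UG-Ti against CG-Ti for the genes of 8 processes of Fig 4, with all 4 libraries (circles) and without CG-Ti replicate 1 (triangles) or replicate 2 (squares). The medians of the 5 processes with higher genes stay above 0, while those of response to bacteria, extrinsic apoptosis and the p38MAPK cascade lie between -0.21 and 0.02 without CG-Ti replicate 2.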

Chromatin regulation processes also dominate the network, an expected outcome because cell division is characterized by rapid changes in chromosome structure. 

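The 21 genes framed under chromatin modification in Fig 4 were all higher on UG-Ti, with a median log2 fold change of 0.56 and a range from 0.46 to 1.18. Both UG-Ti libraries lay above both CG-Ti libraries for 20 of them. The camera test over 26 lists gave an adjusted p = 9.64e-18, the fry test an adjusted p = 0.0253, both from limma. Genes with long exons tended to be higher on UG-Ti, and with gene length offsets the median was 0.44.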

The cell cycle regulator cyclin E2 (*Ccne2*) is also involved in telomere maintenance, another important process in rapidly dividing cells. 

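*Ccne2* (ENSMUSG00000028212, chromosome 4, 11191351 to 11204779) had a mean CPM of 47.9 ± 3.62 (SD, n = 2) on CG-Ti and 66.4 ± 14.2 (SD, n = 2) on UG-Ti. The log2 fold change was 0.47 (standard error 0.22) with an unadjusted p of 0.0688, and it was 0.24 without UG-Ti replicate 1 and 0.67 without UG-Ti replicate 2. *Ccne2* passed p at or below 0.05 with gene length offsets and not with the other alternatives set before the data were examined. All 9 telomere maintenance genes of Fig 4 were higher on UG-Ti, with a median log2 fold change of 0.56, and 6 of them had an unadjusted p at or below 0.05.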

The processes of protein localization to the cytoskeleton and mRNA metabolism are also upregulated, consistent with the well-established role of the cytoskeleton in mechanosensation and transduction. 

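Of the 6 genes linked to protein localization to the cytoskeleton, 5 were higher on UG-Ti and *Klhl21* was lower, with a median log2 fold change of 0.59. All 21 genes linked to mRNA metabolism were higher in both UG-Ti libraries than in either CG-Ti library, with log2 fold changes from 0.45 to 1.02 and a median of 0.55. In this group 12 had an unadjusted p at or below 0.05.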

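*Ago3* (ENSMUSG00000028842, chromosome 4, 126331704 to 126429556) had a mean CPM of 49.5 ± 1.66 (SD, n = 2) on CG-Ti and 89.7 ± 1.97 (SD, n = 2) on UG-Ti. Its log2 fold change was 0.86 (standard error 0.17, adjusted p = 0.74) and ranged from 0.82 to 0.92 with each library left out in turn.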

The upregulated mRNA metabolism gene *Ago3* codes for protein critical to RNA interference (RNAi), a regulatory pathway that modulates the availability of transcripts for translation.

Rapid cell division is not necessarily a healthy condition as it can signal a cancerous state. 

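*Apc*, *Brca2* and *Cdc73* had log2 fold changes of 0.58 (standard error 0.18), 0.72 (0.19) and 1.02. *Met*, *Junb* and *Pim1* had log2 fold changes of -1.56 (0.47), -1.05 (0.43) and -1.03 (0.41). The unadjusted p was 0.0178 for *Apc*, 0.00788 for *Brca2*, 0.0145 for *Met*, 0.0457 for *Junb* and 0.0436 for *Pim1*, each with an adjusted p = 0.740 in edgeR. Mean CPM of *Junb* (ENSMUSG00000052837, chromosome 8, 84976909 to 84978748) was 733 ± 475 (SD, n = 2) on CG-Ti and 355 ± 22.2 (SD, n = 2) on UG-Ti, from 1050 and 4343 counts on CG-Ti. With CG-Ti replicate 2 left out, the log2 fold changes were -0.85 for *Met*, -0.14 for *Junb* and -0.19 for *Pim1*, and their median went from -1.05 to -0.19. For *Apc*, *Brca2* and *Cdc73* the median was 0.72 with all libraries and 0.66 without that library.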

Transcripts coding for tumor-suppressing proteins (*Apc*, *Brca2*, and *Cdc73*) are upregulated while tumor-promoting protein transcripts are downregulated (*Met*, *Junb*, *and Pim1)*. These results are consistent for cells undergoing controlled division.

GO term enrichment analysis does not take into account experimental design factors, such as cell type and treatment. This type of framing must be applied manually and is guided by the principle that protein isoforms can represent different transcripts produced by the same gene and are dependent upon the cell type, tissue, and temporal factors. Genes are often pleiotropic, affecting different traits. GO term assignments reflect the current state of knowledge and are biased by the status of the GO database. As more gene functions are determined, the results of network analyses will change.

The other processes with more upregulated than downreglated genes include ‘Stem Cell Maintenance,’ ‘Hemopoiesis,’ ‘Hepaticobiliary System Development,’ and ‘Reproductive Structure Development.’ The preosteoblastic state is perpetuated by stem cell maintenance proteins during the osteoconductance stage. Hemopoiesis is justifiable since this process is a function of bone marrow. Differentially regulated primary cilia genes result in the linkage to the hepaticobiliary system because primary cilia are well characterized in liver and bile duct functions [60]. Primary cilia in osteoblasts are known to respond to mechano-stimulation [61]. 

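*Bmpr2* (ENSMUSG00000067336, chromosome 1, 59763400 to 59879014) had a mean CPM of 211 ± 43.3 (SD, n = 2) on CG-Ti and 318 ± 6.41 (SD, n = 2) on UG-Ti, a log2 fold change of 0.59 (standard error 0.20, unadjusted p of 0.0217). With each library left out in turn the log2 fold change ranged from 0.42 to 0.82.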

The linkage of reproductive developmental processes reflects the multiple functions of genes such as *Bmpr2*, which is also expressed in the placenta.

In a network in which upregulated transcripts and processes dominate, it is informative to focus on downregulated entities. 

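The genes that Fig 4 links to the cellular response to molecules of bacterial origin (11 genes), to extrinsic apoptotic signaling (11 genes) and to the p38MAPK cascade (4 genes) had median log2 fold changes of -1.09, -0.98 and -1.26. In these groups 7, 5 and 1 genes were lower with an unadjusted p at or below 0.05, and 3, 3 and 0 were higher. CG-Ti replicate 2 decided these medians. Without it they were -0.21, 0.02 and -0.02, and without CG-Ti replicate 1 they were -1.45, -1.49 and -1.90.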

Biological processes with more downregulated genes are ‘Cellular Response to Molecules of Bacterial Origin’, ‘Regulation of Extrinsic Apoptotic Signaling’, and ‘Regulation of the p38MAPK Cascade.’ The downregulation of genes that respond to bacteria in cells in contact with UG-Ti suggest that it is less likely to trigger immune system signaling. 

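In the group linked to bacterial molecules, 8 of 11 genes were lower on UG-Ti, and both UG-Ti libraries lay below both CG-Ti libraries for 6 of them. *Nfkbia* (ENSMUSG00000021025, chromosome 12, 55489411 to 55492647) had a mean CPM of 120.2 ± 129 (SD, n = 2) on CG-Ti and 24.3 ± 3.48 (SD, n = 2) on UG-Ti, a log2 fold change of -2.32 (standard error 0.81, unadjusted p of 0.0256), from 77 and 859 counts on CG-Ti and 81 and 85 counts on UG-Ti. When CG-Ti replicate 2 was left out, its log2 fold change was -0.24. *Ccl2* (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) had 12 and 241 counts on CG-Ti and 33 and 13 counts on UG-Ti, a log2 fold change of -2.32 (1.00), which was 0.58 without that library. The group's camera test gave an adjusted p = 0.0102 in limma and the fry test an adjusted p = 0.734.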

The downregulation of apoptotic signaling is also indicative of a more cytocompatible substrate. 

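In the group linked to extrinsic apoptotic signaling, 6 of 11 genes were lower on UG-Ti and 5 higher, and the camera test in limma gave an adjusted p = 0.579. The higher genes were *Igf1*, *Hmgb2*, *Eya4*, *Dab2* and *Phip*. *Cav1* (ENSMUSG00000007655, chromosome 6, 17306335 to 17341452) had a log2 fold change of -0.98 (standard error 0.40), which was -0.16 without CG-Ti replicate 2.

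**Figure D4:**
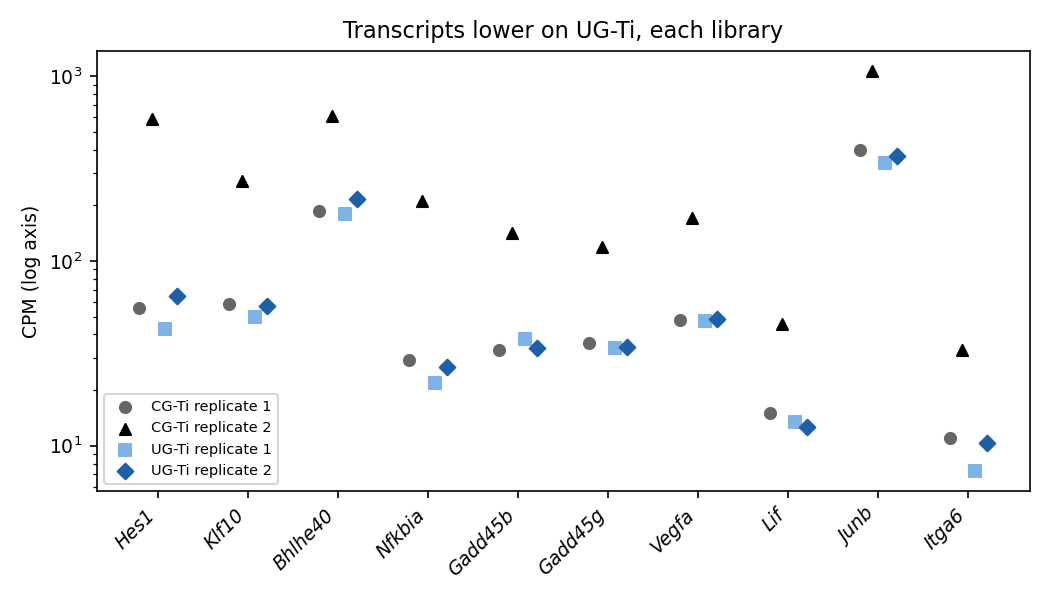
CPM of 10 transcripts of Fig 4 that the paper gives as lower on UG-Ti, in each of the 4 libraries on a log axis, 1 point per library. For each transcript CG-Ti replicate 2 is the highest point, and CG-Ti replicate 1 lies close to the UG-Ti libraries.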

*Dab2* is the sole upregulated gene linked to apoptosis, consistent with its role as an inhibitor of apoptosis. 

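*Dab2* (ENSMUSG00000022150, chromosome 15, 6299788 to 6440712) had a mean CPM of 56.2 ± 33.2 (SD, n = 2) on CG-Ti and 98.2 ± 5.15 (SD, n = 2) on UG-Ti, a log2 fold change of 0.82 (standard error 0.39) and an unadjusted p of 0.0732. *Dab2* passed p at or below 0.05 with the edgeR exact test, with the DESeq2 Wald test and with the replicate block together with gene length offsets. Its counts were 211 and 133 on CG-Ti and 350 and 323 on UG-Ti, and without CG-Ti replicate 2 the log2 fold change was 0.33.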

The p38MAPK process known to be under the control of circadian clock and includes two growth arrest genes (*Gadd45b* and *Gadd45g)*, which activate genes by demethylation during stress [62, 63]. 

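*Gadd45b* (ENSMUSG00000015312, chromosome 10, 80930091 to 80932204) had a mean CPM of 87.3 ± 77 (SD, n = 2) on CG-Ti and 35.8 ± 2.89 (SD, n = 2) on UG-Ti, a log2 fold change of -1.30 (standard error 0.60, unadjusted p of 0.0679). *Gadd45g* (ENSMUSG00000021453, chromosome 13, 51846678 to 51848468) had a mean CPM of 77.5 ± 58.8 (SD, n = 2) on CG-Ti and 33.9 ± 0.2 (SD, n = 2) on UG-Ti, a log2 fold change of -1.21 (0.51, unadjusted p of 0.0505). Counts on CG-Ti were 87 and 576 for *Gadd45b* and 95 and 484 for *Gadd45g*. With CG-Ti replicate 2 left out, the log2 fold changes were 0.15 and -0.06. Both genes passed p at or below 0.05 with the edgeR exact test and the DESeq2 Wald test, and *Gadd45g* also with upper-quartile normalization.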

Downregulation suggests that the cells are experiencing reduced ‘stress’ on UFG-Ti.

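*Bhlhe40* (ENSMUSG00000030103, chromosome 6, 108660629 to 108666925) had a mean CPM of 399 ± 302 (SD, n = 2) on CG-Ti and 198 ± 26.1 (SD, n = 2) on UG-Ti, from 491 and 2487 counts on CG-Ti and 664 and 686 counts on UG-Ti. For *Bhlhe40* the log2 fold change was -1.02 (standard error 0.50, unadjusted p of 0.0849), and without CG-Ti replicate 2 it was 0.12, a change of sign. The edgeR exact test and the DESeq2 Wald test called it at p at or below 0.05.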

Two of the three downregulated transcription factors that negatively regulate circadian clock genes are members of the basic helix loop helix (Bhlh) family, *Bhlhe40* and *Hes1 (a*.*k*.*a*. *Bhlhe39)*. Hes1 protein has a second function; it binds to and enhances the DNA binding ability of the Runx2 protein [64], another transcription factor that is a well-established effector of osteogenesis. In the present study *Hes1* is downregulated on UFG-Ti; but its effect on Runx2 protein cannot be evaluated with RNAseq data. 

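*Hes1* (ENSMUSG00000022528, chromosome 16, 30064384 to 30067796) had a mean CPM of 321 ± 374 (SD, n = 2) on CG-Ti and 53.6 ± 15.1 (SD, n = 2) on UG-Ti. Its counts were 148 and 2379 on CG-Ti and 159 and 204 on UG-Ti. Its log2 fold change was -2.59 (standard error 0.94, unadjusted p of 0.0302), and the libraries of the substrates overlapped. When CG-Ti replicate 2 was left out, it was -0.04, and without CG-Ti replicate 1 it was -3.46.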

If the stabilization of Runx2 protein is required for it to function as a transcription factor, *Hes1* downregulation suggests that Runx2’s DNA binding capability is diminished during rapid cell division. The third transcription factor, Klf10, is involved in a variety of cellular processes, including osteoblast differentiation [65]. 

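*Klf10* (ENSMUSG00000037465, chromosome 15, 38294413 to 38300707) had a mean CPM of 164 ± 149 (SD, n = 2) on CG-Ti and 53.1 ± 5.17 (SD, n = 2) on UG-Ti, from 154 and 1095 counts on CG-Ti and 183 and 180 counts on UG-Ti. For *Klf10* the log2 fold change was -1.64 (standard error 0.63, unadjusted p of 0.0374), and without CG-Ti replicate 2 it was -0.11. *Bhlhe40*, *Hes1* and *Klf10* together had a median of -1.64 with all libraries and -0.04 without CG-Ti replicate 2. On a list of 19 core clock genes set before the data were examined, 15 had an average log2 CPM of at least 2 and none an unadjusted p at or below 0.05; their median log2 fold change was -0.26 and 0.12 without that library.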

In the liver, Klf10 connects the circadian rhythm to metabolism [66]. The importance of the circadian clock to cell division and bone metabolism have been established [18, 67], but this complicated relationship has yet to be fully elucidated.

Fig 4 includes 15 genes involved in epigenetics, the biochemical marking of DNA and histones that results in changes in chromatin structure that, in turn, affects transcription rates. The polycomb repressive complexes (PRCs) include PcG proteins that are responsible for marking histones, the protein fraction of chromatin. 

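All 8 of these PcG genes (*Ogt*, *Tet2*, *Suz12*, *Jarid2*, *Asxl2*, *Mbtd1*, *Ash1l* and *Scml2*) were higher in both UG-Ti libraries than in either CG-Ti library. Their median log2 fold change was 0.59, and the lowest and highest were 0.47 and 1.18. An unadjusted p at or below 0.05 was reached by 7 of them and not by *Jarid2* (0.063). With GC content offsets *Jarid2* passed and *Suz12* and *Asxl2* did not. Gene length offsets left *Ogt*, *Suz12* and *Scml2*, and the replicate block left *Tet2*, *Mbtd1* and *Scml2*. The DESeq2 Wald test left only *Ogt*, and the replicate block together with gene length offsets left only *Scml2*. With the edgeR exact test *Suz12* and *Jarid2* did not pass. In the main fit the same 7 passed when adjusted over the list alone, which is not independent evidence. *Scml2* (ENSMUSG00000000037, chromosome X, 161117193 to 161258213) had a mean CPM of 4.54 ± 0.542 (SD, n = 2) on CG-Ti and 10.5 ± 0.321 (SD, n = 2) on UG-Ti, a log2 fold change of 1.18 (standard error 0.29). *Suz12* (ENSMUSG00000017548, chromosome 11, 79993106 to 80034123) had a mean CPM of 103 ± 2.03 (SD, n = 2) on CG-Ti and 142 ± 1.97 (SD, n = 2) on UG-Ti, a log2 fold change of 0.47 (0.16). Without CG-Ti replicate 2 the median of the 8 was 0.49.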

Upregulation of PcG genes (*Ogt*, *Tet2*, *Suz12*, *Jarid2*, *Asxl2*, *Mbtd1*, *Ash1l*, and *Scml2*) provide evidence for the role of PRCs during osteoconduction. 

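*Brpf3*, *Cdc73*, *Dot1l*, *Jmjd1c*, *Kmt2e* and *Chd9* were higher on UG-Ti, with a median log2 fold change of 0.69. The median was 0.42 without CG-Ti replicate 2 and 1.16 without CG-Ti replicate 1. The log2 fold changes were 0.72 for *Brpf3* (standard error 0.32), 0.83 for *Dot1l* (0.40), 0.49 for *Jmjd1c* (0.20), 0.65 for *Kmt2e* (0.29) and 0.46 for *Chd9* (0.17). The unadjusted p was 0.0616 for *Brpf3*, 0.0828 for *Dot1l*, 0.0446 for *Jmjd1c*, 0.066 for *Kmt2e* and 0.0323 for *Chd9*. The libraries of the substrates overlapped for *Dot1l*. With CG-Ti replicate 2 left out, the log2 fold change was 0.33 for *Brpf3*, 0.35 for *Dot1l* and 0.31 for *Kmt2e*. That of *Jmjd1c* ranged from 0.29 to 0.75 with each library left out in turn. *Brpf3* passed p at or below 0.05 with the edgeR exact test and with GC content offsets. *Jmjd1c* and *Chd9* did not pass with the edgeR exact test, the DESeq2 Wald test, the replicate block or gene length offsets.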

Other transcripts whose products carry out epigenetic functions include *Brpf3*, *Cdc73*, *Dot1l*, *Jmjd1c*, and *Kmt2e*; all are upregulated, as is the chromatin modifier *Chd9*, known to function during osteogenesis [17].

An advantage of viewing enrichment results as a network (Fig 4) rather than a list is that the connections between the processes become apparent. 

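*Vegfa* (ENSMUSG00000023951, chromosome 17, 46016993 to 46032377) had a mean CPM of 109 ± 86.1 (SD, n = 2) on CG-Ti and 47.8 ± 1.09 (SD, n = 2) on UG-Ti, a log2 fold change of -1.20 (standard error 0.53, unadjusted p of 0.0586). *Lif* (ENSMUSG00000034394, chromosome 11, 4257557 to 4272514) had a mean CPM of 30.4 ± 21.7 (SD, n = 2) on CG-Ti and 13.1 ± 0.633 (SD, n = 2) on UG-Ti, a log2 fold change of -1.25 (0.49, unadjusted p of 0.0401). Counts on CG-Ti were 127 and 690 for *Vegfa* and 40 and 186 for *Lif*. When CG-Ti replicate 2 was left out, the log2 fold changes were 0.02 and -0.18. The edgeR exact test and the DESeq2 Wald test called *Vegfa* at p at or below 0.05.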

*VegfA* and *Lif* code for cytokines, which have multiple functions in cells depending on the cell type and environment. Both are known to be involved in osteogenesis [15, 16]. The isoform of *VegfA* that is translocated to the nucleus may interact with lamin proteins [12]. PcG proteins also interact with lamin proteins, making both candidate elements that connect the mechanotransduction pathway to osteoconduction.

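*Cenpf*, *Ccp110*, *Cep131*, *Pcm1* and *Ccdc39* were each higher in both UG-Ti libraries than in either CG-Ti library, with a median log2 fold change of 0.85 and 1.08 without CG-Ti replicate 2. *Ccdc39* (ENSMUSG00000027676, chromosome 3, 33812362 to 33844310) had the highest, 1.27 (standard error 0.35, unadjusted p of 0.00946), from 9 and 24 counts on CG-Ti and 49 and 32 counts on UG-Ti. *Pcm1* (ENSMUSG00000031592, chromosome 8, 41239759 to 41334086) had a mean CPM of 144 ± 23.6 (SD, n = 2) on CG-Ti and 234 ± 0.831 (SD, n = 2) on UG-Ti, a log2 fold change of 0.70 (0.19). *Cenpf* (ENSMUSG00000026605, chromosome 1, 189640599 to 189688086) had a mean CPM of 170.0 ± 47 (SD, n = 2) on CG-Ti and 308 ± 4.15 (SD, n = 2) on UG-Ti. All 5 genes passed at 0.05 when adjusted over the list alone, which the study chose on these libraries, and none over all genes.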

The role of primary cilia in mechanotransduction is supported by upregulation of genes with functions related to cilia (*Cenpf*, *Ccp110*, *Cep131*, *Pcm1*, *Ccdc39*.) However, this observation may also reflect the established connection between the stage of cell division and primary cilia length [68]. This is another issue that remains to be resolved.

## Discussion

Ribosome-depleted RNAseq provides a direct measure of ncRNAs. It a recent revelation that ncRNAs are common in genomes, so annotation of these important molecules has lagged behind that of protein coding regions [40]. This limitation is exemplified by the three out of five highly significant (P(adj) ≤ 0.05) differentially expressed genes are annotated ncRNAs with no known function. *Mir17hg* is known to play a role in skeletal processes consistent with a role in during osteoconduction. The evidence for the involvement of circRNAs in osteoconduction is circumstantial due to the current state of databases [69] and the increased coverage necessary to detect these molecules. No piRNAs are detected, but this is likely due to the size selection step. RNA-seq results for validated proteins are consistent with established functions during mechanosensation and transduction, making possible a model of mechanosensation from grain boundaries (Fig 5).

**Fig 5:**
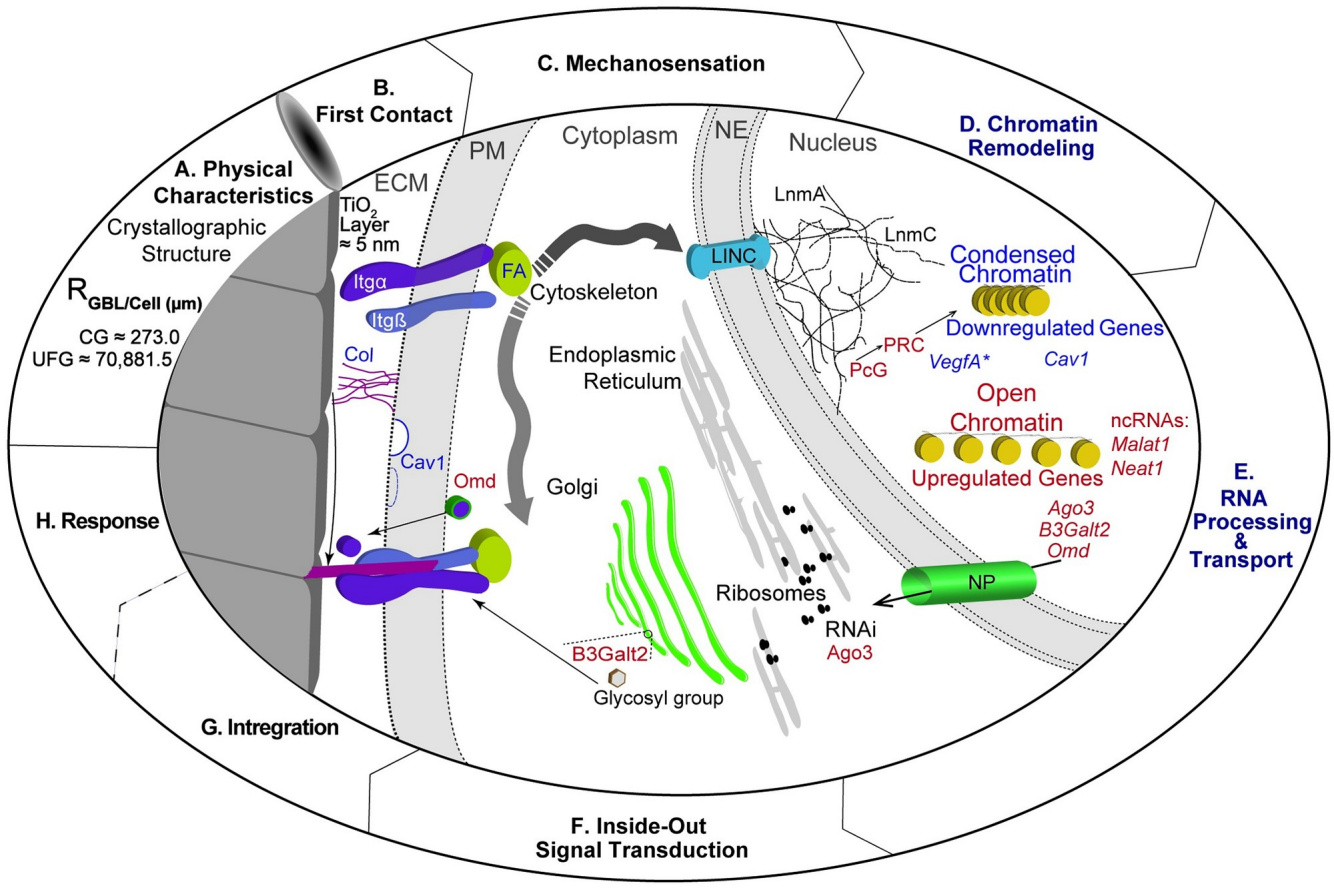
Mechanosensation and transduction model for bio-activating materials. 5A. This model focuses on a single physical characteristic of Ti, the R_GBL/cell_. 5B. First contact involves the extracellular matrix (ECM) domain of integrin α (Itgα) with the substrate, which includes a 5 nm layer of TiO_2_. Contact causes the association with an integrin ß chain (Itg ß), setting off a complex cascade of protein activation in the cytoplasm. 5C. Mechanosensation transmits the force through focal adhesions (FA) and other cytoplasmic protein complexes. Eventually, the signal reaches the linker of nucleoskeleton and cytoskeleton (LINC) complex embedded in the nuclear envelope (NE). 5D. Chromatin remodeling response involves the differential condensation and opening of chromatin. 5E. RNA transcripts are processed depending upon their function and, if required, transported out of the nucleus through nuclear pores (NP). 5F. Inside-out signal transduction includes regulation by the RNA interference (RNAi), transport to a ribosome, passage through the ER (endoplasmic reticulum) and Golgi, any post-translational modifications, and transport to the appropriate compartment. 5G. Integration of the Ti into bone requires the modification of collagen molecules in the ECM in concert with the maturation of FAs. 5H. The response of the substrate and subsequent cell are topics requiring additional research. Not shown in this model is the role of primary cilia.

In this model, first contact (Fig 5B), mechanosensation (Fig 5C), and inside-out signaling (Fig 5F) occur as previously determined but are connected through events in the nucleus. Chromatin remodeling (Fig 5D) allows the nucleus to act as a rheostat; the greater the signal coming from the substrate, the more pronounced the condensation and de-condensation of chromosomal domains becomes. RNA processing and transport returns the signal to the cytoplasm (Fig 5E). The model predicts that domains containing genes for division become more open whereas domains that control negative reactions to the substrate, including apoptosis, are more condensed in cells on UG. How grain boundaries influence the mechanosensory process remains to be determined. Our working hypothesis is that protein absorption is positively correlated with surface energy, which in this case is dependent on the density of grain boundaries. There is more energy to which proteins in the media adsorb in UG-Ti, creating a more suitable substrate for cell attachment, mobility, and proliferation. This difference is transduced to the nucleus and results in changes in the 3-dimensional configuration of the nucleus. Once cells become confluent, the chromatin undergoes remodeling that condenses regions necessary for cell division and exposes regions with genes required for osseointegration.

## Conclusions

RNAseq provides a snapshot of the transcriptome after 72 hours on UG-Ti as compared to CG-Ti. Bio-activation is a complex process that involves the regulation of multiple elements of the cytoplasm and the nucleus. Transcriptomic profiles for non-differentially expressed genes supports the established profile for preosteoblasts and quantitates the availability of transcripts for genes involved in mechanosensation, transduction, and osteogenesis. Network analysis data supports hypotheses regarding the involvement of VegfA, Igf1, and Lif proteins in osteogenesis. Further analysis of the interaction of VegfA and PcG with lamin proteins is needed to confirm this connection between mechanosensation and osteogenesis. The role of cilia and caveolae in mechanosensation and the reasons for downregulation of genes and processes under the control of the circadian clock and remain to be determined. While this project focused on the genomic response to grain boundaries in titanium to enhance bio-activating properties, it reveals the potential to understand how materials can bind and inactivate biological material.

The next step is the development of reference substrates with extensively characterized crystallographic and topological features. Parallel biological datasets, including *in situ* protein localization, gene expression, and chromatin remodeling are necessary to validate the model for bio-activation.

## Supporting information

S1 Text Supplemental information. The data presented here includes raw data quantitation, data for genes involved in mechanobiology and osteogenesis, term enrichment visualizations using bar and pie charts, and all gene symbols in Fig 4.
(DOCX) Click here for additional data file.

S1 Fig Visualization of data using a Zipf’s power law graph. The log CPM is plotted against the rank of each gene. All genes in S1 Table in S1 File are shown on the graph as well as protein coding regions with FDR≤0.05 and non-coding RNAs p≤0.05.
(TIF) Click here for additional data file.

S2 Fig Distribution of GO terms associated with differentially express genes (p≤0.05). Only statistically significant associations, p(adj) ≤ 0.05, are shown. The length of each bar is the % of all genes in the genome associated with that GO term. The numbers at the end of each bar are the number of genes differentially regulated associated with the GO term. Overview terms that include multiple GO terms are indicated by vertical lines.
(TIF) Click here for additional data file.

S3 Fig Distribution of overview terms. Font color corresponds to overview term colors in S1 Fig. The numbers in parenthesis indicate the number of GO terms in the overview term, the number of genes in the overview term, and the percentage of the genes that are upregulated.
(TIF) Click here for additional data file.

S4 Fig This is the network in Fig 4 before the use of Illustrator to frame genes linked to the same process(es). (TIF) Click here for additional data file.

S5 Fig This is the cytoscape file (.cys) from which Fig 4 was derived. It can be opened with the public domain software available from https://cytoscape.org/.
(CYS) Click here for additional data file.

S1 File (DOCX) Click here for additional data file.

# Supplementary material for: Bio-activating ultrafine grain titanium: RNA sequencing reveals enhanced mechano-activation of osteoconduction on nanostructured substrates
**Source:** PLoS One. 2020 Sep 24;15(9):e0237463. doi: 10.1371/journal.pone.0237463
**Supplement:** S1 Text — The data presented here includes raw data quantitation, data for genes involved in mechanobiology and osteogenesis, term enrichment visualizations using bar and pie charts, and all gene symbols in Fig 4.

Bio-activating ultrafine grain titanium: total RNA sequencing reveals enhanced mechano-activation of osteoconduction on nanostructured substrates

Rebecca A. Reiss^1^ *¶ , Terry C. Lowe^2^ ¶ , Johnny A. Sena^3&^, Oleg Makhnin^4&^, Melanie C. Connick^1&^, Patrick E. Illescas^1&^, Casey F. Davis^2&^

¶These authors contributed equally to this work.

&These authors also contributed equally to this work.

**Suppplemental Information**

**Raw Data**

The data from Illumina sequencing and read quality control are provided in Table S1. CG2, CG3, UG4, and UG5 are biological replicates that were grown in the same cell culture plate. The 48,969,121 unique reads define over 20,000 genes.

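Counts on genes amounted to 13575843 in the 4 libraries together, 27.7% of the unique reads the paper gives. Between 16834 and 17888 genes had at least 1 count in a library. The 10 genes with most counts held between 9.5% and 11.0% of a library's counts.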

**Table S1. Raw data results**

| **Sample** | **Reads passing Samtools Flagstat QC** | **Reads mapping uniquely** | **Percent unique reads** |
| --- | --- | --- | --- |
| CG2 | 11,398,784 | 9,253,164 | 81.2 |
| CG3 | 16,383,125 | 13,974,378 | 85.3 |
| UG4 | 16,358,870 | 13,698,966 | 83.7 |
| UG5 | 14,981,590 | 12,042,613 | 80.4 |
| **Total** | **59,122,369** | **48,969,121** | **82.65** |

**Genes of interest in mechanosensation, transduction and osteogenesis**

Table S2 is the data for a list of genes whose products are involved in mechanosensation, transduction, and osteogenesis. These are not differentially expressed. The table is sorted by log CPM, indicating the number reads that map each annotation and is used here as a proxy for the abundance of transcripts. 

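Over the 11941 genes with an average log2 CPM of at least 2 the mean was 5.15, and over all 20494 genes with a count it was 3.06. These values use the counts on genes as library size. In the authors' deposited table the average log CPM of the 11941 genes was lower by a median of 0.931.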

The mean CPM is 4.4 and any annotations less than 2.0 were filtered from the gene list. The table includes annotations with log CPMs below 2, because of their importance later in osteogenesis.

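*Col1a2* had between 44464 and 62727 counts per library. *Malat1*, with an average log2 CPM of 13.74, and *Fn1*, with 13.07, were also among the abundant transcripts.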

Of the over 20,000 transcripts evaluated, collagen type I alpha 2 (*Col1a2*) is the most abundant (CPM 13.03). The extracellular matrix (ECM) is the first part of the cell to encounter a substrate and includes Col1a2, fibronectin 1 (Fn1), and integrins. Integrin functions are well established in mechanotransduction and the highest expressed are *ItgaV*, *Itgba11*, *Itgb1*, and *Itgb5*, and *Itgba11* (Table 2). 

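Average log2 CPM was 9.99 for *Itgb1*, 8.86 for *Itgav*, 8.53 for *Itgb5* and 7.47 for *Itga11*. *Itgb1* (ENSMUSG00000025809, chromosome 8, 128685654 to 128733200) had a mean CPM of 1099 ± 62 (SD, n = 2) on CG-Ti and 936 ± 23.6 (SD, n = 2) on UG-Ti, a log2 fold change of -0.23 (standard error 0.16). *Itgav* (ENSMUSG00000027087, chromosome 2, 83724397 to 83806916) had a mean CPM of 449.6 ± 111 (SD, n = 2) on CG-Ti and 480.4 ± 2.74 (SD, n = 2) on UG-Ti, a log2 fold change of 0.10 (0.21), which became -0.02 with gene length offsets. *Itgb5* (ENSMUSG00000022817, chromosome 16, 33829665 to 33949153) had a mean CPM of 383 ± 20.2 (SD, n = 2) on CG-Ti and 354 ± 3.88 (SD, n = 2) on UG-Ti, a log2 fold change of -0.11 (0.16). *Itga11* (ENSMUSG00000032243, chromosome 9, 62677826 to 62783982) had a mean CPM of 174 ± 24.4 (SD, n = 2) on CG-Ti and 179 ± 23 (SD, n = 2) on UG-Ti, a log2 fold change of 0.04 (0.19). Leaving out CG-Ti replicate 2 gave -0.15 for *Itgb1*, -0.11 for *Itgav* and -0.07 for *Itga11*, and leaving out CG-Ti replicate 1 gave -0.06 for *Itgb5*.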

Dimers of αV/ β1 and αV/ β5 are known to bind the ligand tripeptide motif Arginine-Glycine-Aspargine (RGD), while α11/ β1 binds collagen. The binding properties of α11/ β5 have yet to be established.

Once a signal is transduced through the membrane into the cytoplasm by integrins, it moves through the cytoskeleton, which involves a complex series of interactions with multiple proteins. 

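Log2 fold changes on UG-Ti were 0.25 for *Tns3* (standard error 0.28), 0.33 for *Fn1* (0.41), 0.11 for *Vcl* (0.21), 0.30 for *Zyx* (0.32) and 0.21 for *Tln1* (0.29). The libraries of the substrates overlapped for each of these 5 genes. *Fn1* had 28871 counts in CG-Ti replicate 1 and 17951 in CG-Ti replicate 2, and without replicate 2 its log2 fold change was -0.16. The other 4 also changed sign without CG-Ti replicate 2, to -0.05 for *Tns3*, -0.08 for *Vcl*, -0.06 for *Zyx* and -0.14 for *Tln1*.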

Table S2 and Figure S1 include cytoskeleton-coding genes that are abundant in the RNAseq data set, including transcripts for focal adhesion proteins actin (*Actb*), tensin 3 (*Tns3*), fibronectin (*Fn1*), vinculin (*Vcl*), zyxin (*Zyx*), and talin (*Tln1*). Vimentin (*Vim*) is a type III intermediate filament used a marker for mesenchymal cells. Beta-catenin (*Ctnnb1*) transcripts code for an abundant protein that functions in cell adhesion and also transduces signal via the Wnt signaling pathway.

After transmission through proteins of the cytoskeleton, the signal reaches the linker of the nucleoskeleton and cytoskeleton (LINC) complex, located in the nuclear envelope, which modulates genomic-wide transcription patterns in response to substrate stiffness. 

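*Syne1* (ENSMUSG00000096054, chromosome 10, 5020203 to 5550692) had a log2 fold change of 0.27 (standard error 0.18), *Syne2* (ENSMUSG00000063450, chromosome 12, 75818134 to 76110926) of 0.28 (0.27), *Sun1* of -0.08 (0.19) and *Suco* of -0.03 (0.23). With gene length offsets the log2 fold change was -0.21 for *Syne1* and -0.04 for *Syne2*. None of the 4 had an unadjusted p at or below 0.05, and the smallest was 0.178, for *Syne1*. Leaving out CG-Ti replicate 2 gave 0.44 for *Syne1*, -0.04 for *Syne2*, -0.21 for *Sun1* and 0.34 for *Suco*.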

The LINC complex is coded for by spectrin repeat containing nuclear envelope 1 and 2 genes (*Syne1* and *Syne2*), and the SUN domain containing ossification factor (*Sun1*) gene. The LINC complex interacts with lamin A (*Lnma*) gene products that line the interior of the nuclear envelope and are involved in the 3 -dimensional structure of the nucleus.

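Average log2 CPM was 9.34 for *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), 6.91 for *Sp7* (ENSMUSG00000060284, chromosome 15, 102356609 to 102366325) and 6.33 for *Ibsp*. *Sp7* had 393 and 205 counts on CG-Ti and 492 and 471 counts on UG-Ti, a log2 fold change of 0.51 (standard error 0.45, adjusted p = 0.74). Without CG-Ti replicate 2 the log2 fold change of *Sp7* was -0.05.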

Transcripts that produce proteins with known functions during osteogenesis that are expressed after 72 hours include secreted phosphoprotein 1 (*Ssp1*), Runt related transcription factor 2 (*RunX2*), Sp7 transcription factor 7 (*Sp7*), and integrin binding sialoprotein (*Ibsp*). Alkaline phosphatase liver/bone/kidney (*Alpl*) and bone gamma-carboxyglutamate protein 2 (*Bglap2*) are expressed, but at a level below the log 2 CPM cutoff. Transcripts for Bone morphogenetic proteins 2 and 7 (*Bmp2* and *Bmp7*) are not detected.

**Table S2. Data for genes of interest in mechanotransduction and osteogenesis**

| **Gene Symbol** | **Title** | **Alias(es)** | **log CPM^1^** |
| --- | --- | --- | --- |
| *Col1a2* | collagen type I alpha 2 | α2(I) | 13.03 |
| *Fn1* | fibronectin 1 |  | 12.17 |
| *Actb* | actin beta |  | 11.34 |
| *Vim* | vimentin |  | 11.01 |
| *Postn* | periostin osteoblast specific factor | Osf-2 | 10.75 |
| *Lmna* | lamin A |  | 9.43 |
| *Itgb1* | integrin beta 1 (fibronectin receptor beta) | β1 | 9.06 |
| *Ctnnb1* | catenin (cadherin associated protein) beta 1 |  | 8.91 |
| *Tln1* | talin 1 |  | 8.74 |
| *Vcl* | vinculin |  | 8.55 |
| *Spp1* | secreted phosphoprotein 1 | Opn, Osteopontin,  bone sialoprotein I | 8.39 |
| *Itgav* | integrin alpha V | αV | 7.95 |
| *Itgb5* | integrin beta 5 | β5 | 7.60 |
| *Runx2* | runt related transcription factor 2 | Osf Transcription factor | 6.87 |
| *Tns3* | tensin 3 |  | 6.83 |
| *Itga11* | integrin alpha 11 | α11 | 6.55 |
| *Pth1r* | parathyroid hormone 1 receptor | Pthr | 6.08 |
| *Sun1* | Sad1 and UNC84 domain containing 1 |  | 6.04 |
| *Zyx* | zyxin |  | 6.03 |
| *Sp7* | Sp7 transcription factor 7 | *Osx*, Osterix | 6.01 |
| *Suco* | SUN domain containing ossification factor | Osteopotentia | 5.68 |
| *Syne1* | spectrin repeat containing nuclear envelope 1 | Nesprin 1 | 5.67 |
| *Syne2* | spectrin repeat containing nuclear envelope 2 | Nesprin 2 | 5.67 |
| *Ibsp* | integrin binding sialoprotein | Bsp, bone sialoprotein | 5.42 |
| *Alpl* | alkaline phosphatase liver/bone/kidney | Alp | 1.21 |
| *Bglap2* | bone gamma-carboxyglutamate protein 2 | Ocn, Osteocalcin | -0.90 |
| *Bmp2* | bone morphogenetic protein 2 |  | ND^2^ |
| *Bmp7* | bone morphogenetic protein 7 |  | ND |

1. The location of these genes in relationship to the data distribution are shown in red (Figure S1)

2. ND No reads detected

**S1 Fig S1. Visualization of data using a Zipf’s power law graph**. The log CPM is plotted against the rank of each gene**.**  All genes in Table S1 are shown on the graph as well as protein coding regions with FDR≤0.05 and non-coding RNAs p≤0.05.

**Term Enrichment**

**Cytoscape/ClueGO parameters**

Number of genes with p ≤0.05 uploaded to cytoscape-432.

Genes with GO terms - 117.

GO levels 3 – 8

Minimum numbers of genes per term - 3

Minimum percentage of genes - 4.0%

GO term fusion ON

GO group – ON

Overview term smallest - P value

Statistical Test Used = Enrichment/Depletion (Two-sided hypergeometric test)

Correction Method Used = Bonferroni step down

Kappa score threshold 0.4.

The distribution of genes to the 12 GO overview process terms is shown in Figure 2. The percent of upregulated genes in each process is shown by color. Genes involved in cell division, telomere maintenance, and RNA metabolism are predominately up-regulated, while apoptosis and cellular response to bacteria are downregulated.

GO terms can be categorized by overview terms that describe a process common to related groups of biological processes. The data are associated to 22 GO terms that are assigned to 12 overview terms (Figure S2). Cell division is represented by six GO terms, chromatin modification by five terms, and regulation of extrinsic apoptosis by two. The rest of the overview terms are associated with a single GO term. The distribution of data annotated with GO overview terms is shown as a pie chart in Figure S3.

**S1 Fig S2. Distribution of GO terms associated with differentially express genes (p≤0.05).** Only statistically significant associations, p(adj) ≤ 0.05, are shown. The length of each bar is the % of all genes in the genome associated with that GO term. The numbers at the end of each bar are the number of genes differentially regulated associated with the GO term. Overview terms that include multiple GO terms are indicated by vertical lines.

**S1 Figure S3.** Distribution of overview terms. Font color corresponds to overview colors in Figure S1. The numbers in parenthesis indicate the number of GO terms in the overview term, the number of genes in the overview term, and the percentage of the genes that are upregulated.

**Table S3 Key to Fig 4 gene symbols.** Title includes annotation source, CPM=Counts per million, FC=fold change. Entries in bold are discussed in the text.

**S1. Fig. S4. Original Cytoscape Network.** This is the original network It is supplied here to demonstrate that the Illustrator modification improve visualization, but do not the content of the network.

# Supplementary material for: Bio-activating ultrafine grain titanium: RNA sequencing reveals enhanced mechano-activation of osteoconduction on nanostructured substrates
**Source:** PLoS One. 2020 Sep 24;15(9):e0237463. doi: 10.1371/journal.pone.0237463
**Supplement:** S1 File

Bio-activating ultrafine grain titanium: RNA sequencing reveals enhanced mechano-activation of osteoconduction on nanostructured substrates

Rebecca A. Reiss^1^ *¶ , Terry C. Lowe^2^ ¶ , Johnny A. Sena^3&^, Oleg Makhnin^4&^, Melanie C. Connick^1&^, Patrick E. Illescas^1&^, Casey F. Davis^2&^

¶These authors contributed equally to this work.

&These authors also contributed equally to this work.

**Supplemental Information**

**Raw Data**

The data from Illumina sequencing and read quality control are provided in Table S1. CG2, CG3, UG4, and UG5 are biological replicates that were grown in the same cell culture plate. The 48,969,121 unique reads define over 20,000 genes.

**Table S1. Raw data results**

| **Sample** | **Reads passing Samtools Flagstat QC** | **Reads mapping to reference** | **Percent unique reads** |
| --- | --- | --- | --- |
| CG2 | 11,398,784 | 9,253,164 | 81.2 |
| CG3 | 16,383,125 | 13,974,378 | 85.3 |
| UG4 | 16,358,870 | 13,698,966 | 83.7 |
| UG5 | 14,981,590 | 12,042,613 | 80.4 |
| **Total** | **59,122,369** | **48,969,121** | **82.65** |

**Genes of interest in mechanosensation, transduction and osteogenesis**

Table S2 is the data for a list of genes whose products are involved in mechanosensation, transduction, and osteogenesis. These are not differentially expressed. The table is sorted by log CPM, indicating the number reads that map each annotation and is used here as a proxy for the abundance of transcripts. The mean CPM is 4.4 and any annotations less than 2.0 were filtered from the gene list. The table includes annotations with log CPMs below 2, because of their importance later in osteogenesis.

Of the over 20,000 transcripts evaluated, collagen type I alpha 2 (*Col1a2*) is the most abundant (CPM 13.03). The extracellular matrix (ECM) is the first part of the cell to encounter a substrate and includes Col1a2, fibronectin 1 (Fn1), and integrins. Integrin functions are well established in mechanotransduction and the highest expressed are *ItgaV*, *Itgba11*, *Itgb1*, and *Itgb5*, and *Itgba11* (Table 2). Dimers of αV/ β1 and αV/ β5 are known to bind the ligand tripeptide motif Arginine-Glycine-Aspargine (RGD), while α11/ β1 binds collagen. The binding properties of α11/ β5 have yet to be established.

Once a signal is transduced through the membrane into the cytoplasm by integrins, it moves through the cytoskeleton, which involves a complex series of interactions with multiple proteins. Table S2 and Figure S1 include cytoskeleton-coding genes that are abundant in the RNAseq data set, including transcripts for focal adhesion proteins actin (*Actb*), tensin 3 (*Tns3*), fibronectin (*Fn1*), vinculin (*Vcl*), zyxin (*Zyx*), and talin (*Tln1*). Vimentin (*Vim*) is a type III intermediate filament used a marker for mesenchymal cells. Beta-catenin (*Ctnnb1*) transcripts code for an abundant protein that functions in cell adhesion and also transduces signal via the Wnt signaling pathway.

After transmission through proteins of the cytoskeleton, the signal reaches the linker of the nucleoskeleton and cytoskeleton (LINC) complex, located in the nuclear envelope, which modulates genomic-wide transcription patterns in response to substrate stiffness. The LINC complex is coded for by spectrin repeat containing nuclear envelope 1 and 2 genes (*Syne1* and *Syne2*), and the SUN domain containing ossification factor (*Sun1*) gene. The LINC complex interacts with lamin A (*Lnma*) gene products that line the interior of the nuclear envelope and are involved in the 3 -dimensional structure of the nucleus.

Transcripts that produce proteins with known functions during osteogenesis that are expressed after 72 hours include secreted phosphoprotein 1 (*Ssp1*), Runt related transcription factor 2 (*RunX2*), Sp7 transcription factor 7 (*Sp7*), and integrin binding sialoprotein (*Ibsp*). Alkaline phosphatase liver/bone/kidney (*Alpl*) and bone gamma-carboxyglutamate protein 2 (*Bglap2*) are expressed, but at a level below the log 2 CPM cutoff. Transcripts for Bone morphogenetic proteins 2 and 7 (*Bmp2* and *Bmp7*) are not detected.

**Table S2. Data for genes of interest in mechanotransduction and osteogenesis**

| **Gene Symbol** | **Title** | **Alias(es)** | **log CPM^1^** |
| --- | --- | --- | --- |
| *Col1a2* | collagen type I alpha 2 | α2(I) | 13.03 |
| *Fn1* | fibronectin 1 |  | 12.17 |
| *Actb* | actin beta |  | 11.34 |
| *Vim* | vimentin |  | 11.01 |
| *Postn* | periostin osteoblast specific factor | Osf-2 | 10.75 |
| *Lmna* | lamin A |  | 9.43 |
| *Itgb1* | integrin beta 1 (fibronectin receptor beta) | β1 | 9.06 |
| *Ctnnb1* | catenin (cadherin associated protein) beta 1 |  | 8.91 |
| *Tln1* | talin 1 |  | 8.74 |
| *Vcl* | vinculin |  | 8.55 |
| *Spp1* | secreted phosphoprotein 1 | Opn, Osteopontin,  bone sialoprotein I | 8.39 |
| *Itgav* | integrin alpha V | αV | 7.95 |
| *Itgb5* | integrin beta 5 | β5 | 7.60 |
| *Runx2* | runt related transcription factor 2 | Osf Transcription factor | 6.87 |
| *Tns3* | tensin 3 |  | 6.83 |
| *Itga11* | integrin alpha 11 | α11 | 6.55 |
| *Pth1r* | parathyroid hormone 1 receptor | Pthr | 6.08 |
| *Sun1* | Sad1 and UNC84 domain containing 1 |  | 6.04 |
| *Zyx* | zyxin |  | 6.03 |
| *Sp7* | Sp7 transcription factor 7 | *Osx*, Osterix | 6.01 |
| *Suco* | SUN domain containing ossification factor | Osteopotentia | 5.68 |
| *Syne1* | spectrin repeat containing nuclear envelope 1 | Nesprin 1 | 5.67 |
| *Syne2* | spectrin repeat containing nuclear envelope 2 | Nesprin 2 | 5.67 |
| *Ibsp* | integrin binding sialoprotein | Bsp, bone sialoprotein | 5.42 |
| *Alpl* | alkaline phosphatase liver/bone/kidney | Alp | 1.21 |
| *Bglap2* | bone gamma-carboxyglutamate protein 2 | Ocn, Osteocalcin | -0.90 |
| *Bmp2* | bone morphogenetic protein 2 |  | ND^2^ |
| *Bmp7* | bone morphogenetic protein 7 |  | ND |

1. The location of these genes in relationship to the data distribution are shown in red (Figure S1)

2. ND No reads detected

**S1 Fig S1. Visualization of data using a Zipf’s power law graph**. The log CPM is plotted against the rank of each gene**.**  All genes in Table S1 are shown on the graph as well as protein coding regions with FDR≤0.05 and non-coding RNAs p≤0.05.

**Term Enrichment**

**Cytoscape/ClueGO parameters**

Number of genes with p ≤0.05 uploaded to cytoscape-432.

Genes with GO terms - 117.

GO levels 3 – 8

Minimum numbers of genes per term - 3

Minimum percentage of genes - 4.0%

GO term fusion ON

GO group – ON

Overview term smallest - P value

Statistical Test Used = Enrichment/Depletion (Two-sided hypergeometric test)

Correction Method Used = Bonferroni step down

Kappa score threshold 0.4.

The distribution of genes to the 12 GO overview process terms is shown in Figure 2. The percent of upregulated genes in each process is shown by color. Genes involved in cell division, telomere maintenance, and RNA metabolism are predominately up-regulated, while apoptosis and cellular response to bacteria are downregulated.

GO terms can be categorized by overview terms that describe a process common to related groups of biological processes. The data are associated to 22 GO terms that are assigned to 12 overview terms (Figure S2). Cell division is represented by six GO terms, chromatin modification by five terms, and regulation of extrinsic apoptosis by two. The rest of the overview terms are associated with a single GO term. The distribution of data annotated with GO overview terms is shown as a pie chart in Figure S3.

**S1 Fig S2. Distribution of GO terms associated with differentially express genes (p≤0.05).** Only statistically significant associations, p(adj) ≤ 0.05, are shown. The length of each bar is the % of all genes in the genome associated with that GO term. The numbers at the end of each bar are the number of genes differentially regulated associated with the GO term. Overview terms that include multiple GO terms are indicated by vertical lines.

**S1 Figure S3.** Distribution of overview terms. Font color corresponds to overview colors in Figure S1. The numbers in parenthesis indicate the number of GO terms in the overview term, the number of genes in the overview term, and the percentage of the genes that are upregulated.

**Table S3 Key to Fig 4 gene symbols.** Title includes annotation source, CPM=Counts per million, FC=fold change. Entries in bold are discussed in the text.

**S1. Fig. S4. Original Cytoscape Network.** This is the original network It is supplied here to demonstrate that the Illustrator modification improve visualization, but did not alter the content of the network.

S1. Fig. S5. Cytoscape file. This file can be opened with Cytoscape, available from cytoscape.org

How the deposited data were processed for this re-analysis (not part of the article)

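The authors aligned single-end reads with GSNAP and counted uniquely mapped reads on genes with HTSeq-count, and they deposited the raw count of each gene in each of the 4 libraries. The log2 fold changes and average log CPM beside those counts are as deposited by the authors, from edgeR; the paper's methods give the base of the log CPM as 10, but its values are on the log2 scale. The p-values and FDR values in the same table are also the authors' deposited values, from edgeR over all 22180 rows of their table. Only the counts were used for the values given at the claims, and the authors' columns were used for comparison and to derive the library sizes behind them.

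The table held 22179 genes and 1 entry for reads of too low alignment quality, which took 0.000112%, 2.46e-05%, 8.21e-05% and 0.000125% relative to the counts on genes in CG-Ti replicates 1 and 2 and UG-Ti replicates 1 and 2 and was left out. Of the gene identifiers, 98.8% were found in GENCODE release 21 for mouse (GRCm38), which gave exon lengths, GC content and biotypes; 22 symbols were shared by more than 1 identifier. Genes without any count (1685) were not fitted. TMM factors were 0.992, 1.00, 1.01 and 0.995 in the same order of libraries. A floor of 3 counts corresponds to 1.13, 0.738, 0.810 and 0.946 CPM.

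The calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each gene was tested with edgeR's quasi-likelihood F test (glmQLFit with legacy = FALSE, prior degrees of freedom 4.49, common dispersion 0.0366). That option was chosen after seeing the data, because legacy = TRUE gave infinite prior degrees of freedom. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic of that test. Library numbers were not taken as pairs: the paper does not link a CG-Ti library to a UG-Ti library, and the deviations of libraries with the same number correlated at -0.32 across genes, which are not independent replicates.

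A self-test changed 200 genes in each of 5 simulated comparisons with a median of 11925 genes tested. The quasi-likelihood test with legacy = FALSE recovered 91.9% of them at p at or below 0.05, 100% of these in the right direction, and called 4.46% of unchanged genes; after adjustment it recovered 44.1%, and 1.6% of its calls were false. With legacy = TRUE the share of false calls after adjustment was 18.5%, with the exact test 12.6% and with the DESeq2 Wald test 8.3%. Of 100 random lists of 20 genes, camera called 2 and fry 6, and each called 5 of 5 changed lists. The simulated genes varied independently of one another, and no simulated library was set apart as CG-Ti replicate 2 was. These rates therefore need not hold for the deposited libraries.

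Genes were named by a rule: every gene the paper names in its results, Tables 1 to 4 and Table S2, the members of a list where its result is discussed, and 5 further genes in each direction. These had an average log2 CPM of at least 2 and libraries that did not overlap between the substrates, and they were taken by adjusted p at or below 0.05 or else by smallest p. The rule, the comparisons and most alternatives were set before the data were examined.

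Gene lists came from the study (Fig 4, Tables 1 to 4, Table S2 and the text) or were written down before the data were examined (integrins, aminoacyl-tRNA synthetases, S phase, G2/M, core clock, immediate-early, YAP targets, histones, ribosomal proteins, mitochondrially encoded, nuclear non-coding RNA, ribosomal RNA related and later osteoblast genes). The result of the later osteoblast list is not reported here. A list needed 5 genes with an average log2 CPM of at least 2 for a set test, and 26 had them. Median log2 fold changes of lists not given beside a claim were 0.12 for YAP targets, 0.07 for histones, -0.04 for ribosomal proteins, -0.51 for immediate-early genes, -1.95 for ribosomal RNA related genes, 0.41 for the genes of Table 1, 0.99 for the non-coding RNAs of Table 3, -1.26 for the growth arrest genes *Gadd45b* and *Gadd45g* and -1.23 for the cytokines *Vegfa* and *Lif*. The ribosomal RNA related list includes *Lars2*, *Gm15564*, *Mir6236* and *Gm23935* of Table 2, and its 2 other genes had a median of 0.189. Without CG-Ti replicate 2 the median was -0.01 for YAP targets, -0.04 for histones, 0.02 for ribosomal proteins, 0.09 for immediate-early genes, 0.89 for the genes of Table 1, 0.05 for the growth arrest genes and -0.08 for the cytokines.

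Alternatives covered the normalization, the test, the low-count filter, a replicate block, gene length and GC content offsets, the set test and leaving out each library. The qPCR, microscopy and cell growth measurements and the GO enrichment were not analysed here.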

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

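The tests of the patterns below were all chosen only after the results were seen.

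*Kcnab1*, *Gpr21* and *Hpgds* are not discussed in the paper, lay below its cutoff in the authors' table (log CPM 1.23, 1.17 and 0.838) and drew attention because their signal on UG-Ti lay above the limit of 3 counts. *Kcnab1* had 4 and 3 counts on CG-Ti and 23 and 22 counts on UG-Ti, a log2 fold change of 2.60. *Gpr21* had 3 and 4 counts on CG-Ti and 26 and 17 counts on UG-Ti, a log2 fold change of 2.54. *Hpgds*, chosen after its values were seen and with an average log2 CPM of 1.76, had 2 and 2 counts on CG-Ti and 19 and 15 counts on UG-Ti. Its fitted log2 fold change was 2.97, and against the floor it was at least 5.27-fold higher. None of the 3 had an adjusted p at or below 0.05 in the quasi-likelihood test (adjusted p = 0.740 for each). The edgeR exact test gave an adjusted p = 0.0207 for *Kcnab1*, 0.0210 for *Gpr21* and 0.0135 for *Hpgds*. Counting error alone argues poorly for the differences, since the largest adjusted p of a two-sided exact binomial test on the counts was 1.07e-05, but that test leaves out variation between cultures. *Gpr21* lies inside *Rabgap1* on the same strand and shares 74 exon bases with it; *Rabgap1* had a log2 fold change of -0.054, which argues against its exonic reads as the whole source. Reads from introns of *Rabgap1* and a difference between the substrates stay open.

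Immediate-early genes outside the study's lists drew attention as a signal that the paper does not report. The 22 members had a median log2 difference of 0.71 between CG-Ti replicate 2 and CG-Ti replicate 1, and 17 were higher in replicate 2. In 1000 random lists of the same abundance the highest median was 0.362, and the UG-Ti libraries differed by a median of 0.059. An immediate-early response in the cells behind CG-Ti replicate 2, which were pooled from several discs, could give these values. It may have arisen in handling or in growth. Against CG-Ti replicate 1 alone the median on UG-Ti was 0.108, and with a single library on that side a difference between the substrates cannot be told apart from variation between cultures.

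Mitochondrially encoded transcripts, which the paper does not discuss, had a median log2 fold change of 1.003 over 11 genes, all 11 of them higher on UG-Ti and 6 with both UG-Ti libraries above both CG-Ti libraries. With every library thinned to the smallest the median was 1.111. Thinning lowers the counts and the library size alike, so this median cannot decide on depth. CG-Ti replicate 2 lay below CG-Ti replicate 1 by a median of 1.75, and without it the median log2 fold change was 0.491. Against CG-Ti replicate 1 alone it was 0.444, within the median difference of 0.627 between the UG-Ti libraries, so low counts in CG-Ti replicate 2 as the whole cause and a difference between the substrates cannot be told apart.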

How the results depend on the processing

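Choices listed here were set before the data were examined unless said to be chosen after seeing the data, and the cause of a change was not tested unless it is named.

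The number of transcripts with p at or below 0.05, 538, was 182 with the DESeq2 Wald test and 863 with no filter on low counts, where more genes could be called. Chosen after seeing the data, legacy = TRUE gave 1224. Transcripts with an adjusted p at or below 0.05 numbered 0, but 8 with the edgeR exact test, 4 with the DESeq2 Wald test, 2 with gene length offsets and, chosen after seeing the data, 143 with legacy = TRUE and 6 with the implied library sizes, exact test and classic dispersions. The share higher on UG-Ti, 60.2%, was 65.3% with library totals, 69.1% with the log2 CPM filter before the fit, 69.0% with filterByExpr, 67.3% without *Lars2*, *Gm15564*, *Mir6236* and *Gm23935* and 66.9% with no filter. With the implied library sizes, chosen after seeing the data, it was 86.8%, and 82.8% with the exact test and classic dispersions. Network genes with p at or below 0.05 numbered 77, but 44 with the DESeq2 Wald test and 116 with the implied library sizes, exact test and classic dispersions.

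With the replicate block 251 transcripts had p at or below 0.05, 72.1% of them higher, and 34 network genes did. The block together with gene length offsets gave 247, 74.9% and 26. The pairing of libraries by number is not established, and a crossed replicate block, chosen after seeing the data, gave 861 transcripts and 65.0% higher.

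A mean of at least 100 counts per sample left 6579 transcripts in place of 11941, as it is the stricter filter. Among the aminoacyl-tRNA synthetase genes 1 had p at or below 0.05. Leaving out *Lars2*, *Gm15564*, *Mir6236* and *Gm23935* gave 0 because *Lars2* is this gene, and 2 were found with gene length offsets and, chosen after seeing the data, with legacy = TRUE and with the implied library sizes. *Itga6* was the integrin gene called under each setting that gives a call. Of 26 gene lists 17 passed camera with its preset correlation; 0 passed with an estimated correlation and 3 with fry. With only the members that the study did not list, 1 of 10 lists passed, where fewer lists and genes were tested.

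With all 4 libraries kept, the values that reversed were small. The median of the ribosomal protein genes was 0.084 with gene length offsets. *Col1a2* had a log2 fold change of 0.0102 with GC content offsets and of 0.0794 with the implied library sizes under either test. That of *Bglap2*, at the floor in every library, was 0.0364 with the DESeq2 Wald test, 0.0638 with the replicate block, 0.107 with gene length offsets, 0.230 with both, 0.0101 with GC content offsets, 0.0980 with the implied library sizes and 0.0999 with these and the exact test. With gene length offsets *Itgav* was at -0.0242, *Syne1* at -0.214 and *Syne2* at -0.0419; with the block in addition they were at -0.0146, -0.177 and -0.0284. With GC content offsets *Ogn* was at -0.0216 and *Omd* at -0.0324. With the implied library sizes *Itgb5* was at 0.00188, *Sun1* at 0.0288 and *Suco* at 0.109, and with these and the exact test at 0.00173, 0.0277 and 0.110. *Suco* was at 0.00345 with the log2 CPM filter before the fit, 0.00981 with the replicate block and 0.00328 with the crossed block.

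Each fit that left out 1 library has a single sample in an arm and gives no call. The median log2 fold change of the transcripts called higher was from 0.736 to 0.855 across these 4 fits, and that of the transcripts called lower from -0.915 to -0.425. The latter value came without CG-Ti replicate 2, and 70 of the 214 lower transcripts then fell below 0.5 of their log2 fold change. Network genes in the reported direction numbered from 112 to 117. Large values reversed as well without CG-Ti replicate 2, with *Bhlhe40* from -1.02 to 0.12, *Gadd45b* from -1.30 to 0.15, *Vegfa* from -1.20 to 0.02 and *Ccl2* from -2.32 to 0.58.

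Among the 90 named genes, 47 further values became stronger (13 genes) and 91 weaker (28 genes), while 1432 stayed on their side of the threshold. For the gene lists 33 became weaker (17 lists) and 2 stronger, and 104 did not change. The pseudocount of 0.1 was not run because the deposited values are counts. Depth limits the transcripts near the floor of 3 counts, such as *Bglap2*, for which no difference could be detected.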

Differences from the paper's values

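For *Lars2* the log2 fold change was -2.06 against the paper's -1.95. GC content offsets (-2.01) closed the gap, and the other alternatives set before the data were examined did not. For *Gm15564* it was -2.54 against the paper's -2.42, and gene length offsets (-2.41), alone or with the replicate block, closed the gap. For *Malat1* the log2 fold change was 0.66 against the paper's 0.78, that of *Ago3* 0.86 against the paper's 1.0, that of *Chd9* 0.46 against the paper's 0.6, that of *Mbtd1* 0.64 against the paper's 0.8 and that of *Suz12* 0.47 against the paper's 0.6. For these 5 genes no alternative set before the data were examined closed the gap. For *Scml2* it was 1.18 against the paper's 1.3; DESeq2 size factors, library totals, the DESeq2 Wald test, both filters before the fit, the replicate block and leaving out the 4 genes closed the gap, and the other 7 did not. With the library sizes implied by the authors' table, chosen after seeing the values, the log2 fold changes were -1.95 for *Lars2*, -2.42 for *Gm15564*, 0.78 for *Malat1*, 0.98 for *Ago3*, 0.58 for *Chd9*, 0.77 for *Mbtd1*, 0.59 for *Suz12* and 1.32 for *Scml2*.

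The adjusted p was 0.112 against the paper's 1.22e-7 for *Lars2*, 0.0968 against the paper's 1.33e-11 for *Gm15564*, 0.718 against the paper's 1.77e-8 for *Mir6236*, 0.718 against the paper's 3.60e-4 for *Gm23935*, 0.740 against the paper's 1.51e-2 for *Sorbs2os* and 0.718 against the paper's 3.12e-6 for *B3galt2*. Only for *Sorbs2os* did an alternative set before the data were examined come within 1.5 times of the paper's value, the edgeR exact test (adjusted p = 0.0105). That test also gave the other 5 an adjusted p at or below 0.05, from 9.35e-18 for *Gm15564* to 1.24e-06 for *Gm23935*. The DESeq2 Wald test did so for *Lars2*, *Gm15564*, *Mir6236* and *Gm23935*, and gene length offsets for *Lars2* and *Gm15564* (adjusted p = 0.0458). Over the alternatives set before the data were examined the adjusted p ranged up to 0.878 for *Lars2*, *Gm15564* and *Mir6236*, up to 0.927 for *Gm23935* and *B3galt2* and up to 0.9998 for *Sorbs2os*.

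Transcripts with an adjusted p at or below 0.05 numbered 0, against the paper's 6, and 538 had an unadjusted p at or below 0.05. The edgeR exact test (8) and the DESeq2 Wald test (4) closed the gap; the other 12 alternatives set before the data were examined did not. Of the settings chosen after seeing the values, the implied library sizes with an exact test and classic dispersions gave 6. Of the paper's 117 network genes, 77 reached p at or below 0.05 in the reported direction. DESeq2 size factors (78), library totals (78), the edgeR exact test (80) and leaving out *Lars2*, *Gm15564*, *Mir6236* and *Gm23935* (80) came within 1.5 times of the paper's number, and the other 10 did not. The implied library sizes with an exact test and classic dispersions, chosen after seeing the values, gave 116.

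The average log2 CPM was 2.14 against the paper's 1.21 for *Alpl* and 0.0435 against the paper's -0.90 for *Bglap2*, and no alternative set before the data were examined closed either gap. Over the 75 genes with a log CPM in the paper, the values here were higher by a median of 0.926. *Alpl* passed the log2 CPM of 2 under which the paper places it.

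Of 49 log2 fold changes compared, 8 differed and none in sign; over the network genes the median difference to the paper's value was -0.126. The paper's methods and Fig 2 give log CPM as log10, and Table S3 heads both fold changes and CPM so, while Tables 2 to 4 give fold changes as log2, the scale that the values are on.

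The paper lists 39 genes in Table 4 as differentially expressed, and 29 had an unadjusted p at or below 0.05. The other 10 were *Bhlhe40*, *Brpf3*, *Ccne2*, *Dab2*, *Dot1l*, *Gadd45b*, *Gadd45g*, *Jarid2*, *Kmt2e* and *Vegfa*. Of the alternatives set before the data were examined, the edgeR exact test called *Bhlhe40*, *Brpf3*, *Dab2*, *Gadd45b*, *Gadd45g* and *Vegfa*, and the DESeq2 Wald test called *Bhlhe40*, *Dab2*, *Gadd45b*, *Gadd45g* and *Vegfa*. GC content offsets called *Brpf3* and *Jarid2*, gene length offsets *Ccne2*, the replicate block with gene length offsets *Dab2* and upper-quartile normalization *Gadd45g*. Of the settings chosen after seeing the values, legacy = TRUE and the implied library sizes with an exact test and classic dispersions called all 10, the crossed replicate block called *Brpf3*, *Ccne2*, *Dab2*, *Dot1l*, *Jarid2* and *Kmt2e*, and the implied library sizes alone called *Ccne2*.

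The paper describes *Dab2* as the sole higher gene linked to apoptosis. Of the genes Fig 4 links to extrinsic apoptotic signaling, *Igf1* (0.67), *Hmgb2* (0.78), *Eya4* (0.48) and *Phip* (0.58) also had positive log2 fold changes.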

Other observations

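Tests of the length offsets on the cell division genes, of the S phase and G2/M lists and of the synthetase genes were chosen before their results were seen, and all others only after.

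Each of the 25 network genes lower on UG-Ti had its highest CPM in CG-Ti replicate 2. The median log2 difference between the CG-Ti libraries was 1.57 for these genes, and 20 differed more than 2-fold, while the UG-Ti libraries differed by a median of 0.02. Against CG-Ti replicate 1 alone the median on UG-Ti was -0.21, and against CG-Ti replicate 2 alone it was -1.82. For the 92 higher genes these medians were 0.60 and 0.62. The median difference between the CG-Ti libraries was 1.63 after CG-Ti replicate 2 was thinned to the counts of replicate 1. Thinning lowers the counts and the library size alike, so this value cannot decide whether depth explains the pattern. The 10 genes with most counts held 9.5% of the counts in CG-Ti replicate 2, the lowest share of the 4 libraries. Random lists matched in abundance and exon length reached a median difference of 0.28 at the upper limit of their central 95%, which argues against gene length. The 4 lower transcripts of Table 2 differed between the CG-Ti libraries by a median of -0.105, but they were chosen by the study on these libraries as labelled. CG-Ti replicate 1 correlated with r = 0.978 and 0.979 with the UG-Ti libraries and 0.940 with CG-Ti replicate 2, so a mislabelled sample cannot be told apart from a difference between cultures. A state of the cells behind CG-Ti replicate 2, which were pooled from several discs, may explain the pattern. A smaller difference between the substrates stays open.

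Long transcripts tended to be higher on UG-Ti. Across 11874 genes, which are not independent replicates, the log2 fold change correlated with exon length at a Spearman rho of 0.301 and with GC content at -0.121. The median log2 fold change rose from -0.127 in the lowest decile of exon length to 0.183 in the highest. Network genes higher on UG-Ti had a median exon length of 9367.5 bases, against 4351 for all genes. With gene length offsets the cell division genes of Fig 4 had a median of 0.438 (camera adjusted p = 6.66e-07), against 0.558 without offsets. The study chose these genes on these libraries, so the test cannot decide whether length was the whole cause of their shift. A larger nuclear share of the RNA stays open. It would lower mitochondrially encoded transcripts, whose median log2 fold change was 1.003 but 0.491 without CG-Ti replicate 2. It would raise nuclear non-coding RNAs, whose median was 0.768 (6 of 6 higher) and 0.837 without that library (5 of 6 higher). Those 6 include *Neat1*, which the study chose on these libraries. Against CG-Ti replicate 1 alone the correlation with exon length was 0.113, and between the UG-Ti libraries it was 0.127, so CG-Ti replicate 2 as the whole cause of the length trend cannot be told apart from a difference between the substrates.

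The share of called transcripts higher on UG-Ti follows the scaling. With the effective library sizes implied by the authors' deposited table it was 86.8%, against 60.2% with TMM on the counts on genes. Those sizes were read from the authors' fold changes, so how they arose was not tested.

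*B3galt2* and *Sorbs2os* overlap *Cdc73* and *Sorbs2* on the other strand. Genes with exons opposite an expressed gene had a median of 0.894 times its counts per base (95% bootstrap interval 0.674 to 1.18), against 0.254 (0.183 to 0.407) for overlaps on the same strand. HTSeq-count leaves out reads that match several genes, so counting without regard to strand would treat both alike, and the intervals argue against it. Counting by strand of reads that carry no strand information is consistent with both values. The log2 fold changes of *B3galt2* and *Sorbs2os* exceeded those of their partners by 1.40 and 0.985. As intron reads of a partner need not follow its exons, a contribution of partner reads as the whole cause cannot be told apart from a change of the genes themselves.

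*Lars2* and *Gm15564* share an exact stretch of 52 bases, longer than a read of 50. The log2 ratio of *Lars2* counts to *Gm15564* counts was 1.733 and 1.572 on CG-Ti and 2.202 and 2.055 on UG-Ti. These values argue against a single source, divided in a constant proportion, for all reads of both genes. Because only sums per gene were at hand, a partly shared origin of the reads cannot be told apart from separate changes. *Mir6236* and *Gm23935* share at most 13 bases with either, which argues against shared reads for them. The 2 other ribosomal RNA related genes with an average log2 CPM of at least 2, *Gm26917* and *AY036118*, had a median log2 fold change of 0.189, which argues against a general difference in ribosomal RNA carry-over; a change in a specific segment may remain.

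A larger share of cells in S phase or G2/M might raise the cell division transcripts. The highest 95% bootstrap limit of the medians of the S phase and G2/M lists was 0.086, and their members went both ways, with 19 of 43 and 30 of 54 higher on UG-Ti. With the library sizes implied by the authors' table, chosen after seeing the data, the medians were 0.101 and 0.142. The cell division genes of Fig 4 were chosen by the study on these libraries, so a larger share of such cells cannot be told apart from other explanations by these lists. The cell growth reported in the paper was not analysed here.

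A joint fall of the aminoacyl-tRNA synthetase transcripts might accompany that of *Lars2*. The median log2 fold change of the 37 others was -0.147, and 12 of 1000 random lists were as low. With the library sizes implied by the authors' table, chosen after seeing the data, the median of all 38 genes was -0.030. The list with *Lars2* passed the camera test (adjusted p = 0.0013) but not fry (adjusted p = 0.231) or camera with an estimated correlation (adjusted p = 0.356). The 37 genes without *Lars2* did not pass camera (adjusted p = 0.0809 over 10 lists). A small joint fall therefore cannot be told apart from variation between the libraries.

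*Actc1*, chosen after its values were seen, had 7 and 13 counts on CG-Ti and 0 and 0 counts on UG-Ti, at least 3.33-fold lower on UG-Ti.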
